# The transcriptional regulation of a putative hemicellulose gene, PtrPARVUS2 in poplar

**DOI:** 10.1038/s41598-024-63408-x

**Published:** 2024-06-01

**Authors:** Dan Wang, Heather D. Coleman

**Keywords:** Poplar, Secondary cell wall, Hemicellulose biosynthesis, Transcription factors, Plant biotechnology, Plant molecular biology

## Abstract

The plant cell wall serves as a critical interface between the plant and its environment, offering protection against various stresses and contributing to biomass production. Hemicellulose is one of the major components of the cell wall, and understanding the transcriptional regulation of its production is essential to fully understanding cell wall formation. This study explores the regulatory mechanisms underlying one of the genes involved in hemicellulose biosynthesis, Ptr*PARVUS2*. Six transcription factors (TFs) were identified from a xylem-biased library to negatively regulate Ptr*PARVUS2* expression. These TFs, belonging to diverse TF families, were confirmed to bind to specific cis-elements in the PtrPARVUS2 promoter region, as validated by Yeast One-Hybrid (Y1H) assays, transient expression analysis, and Chromatin Immunoprecipitation sequencing (ChIP-seq) assays. Furthermore, motif analysis identified putative cis-regulatory elements bound by these TFs, shedding light on the transcriptional regulation of SCW biosynthesis genes. Notably, several TFs targeted genes encoding uridine diphosphate glycosyltransferases (UGTs), crucial enzymes involved in hemicellulose glycosylation. Phylogenetic analysis of UGTs regulated by these TFs highlighted their diverse roles in modulating hemicellulose synthesis. Overall, this study identifies a set of TFs that regulate *PARVUS2* in poplar, providing insights into the intricate coordination of TFs and Ptr*PARVUS2* in SCW formation. Understanding these regulatory mechanisms enhances our ability to engineer plant biomass for tailored applications, including biofuel production and bioproduct development.

## Introduction

The plant cell wall is a key structure in mitigating the interaction between the plant and its environment. The physical structure of the plant cell wall reduces insect predation, plays important roles in intercellular communication, and even prevents unwanted molecules from entering the cell^1–4^. At the same time, the cell wall accounts for the majority of the organic carbon in the world, making it important from the perspective of biomass for fuels and other products^5^.

The secondary cell wall (SCW), located between the plasma membrane and the primary cell wall, is one of the factors that allows trees to grow to such great heights^6^. The SCW is predominantly comprised of cellulose, hemicelluloses, and lignin. Over the past 50 years, much research has been carried out to elucidate the biosynthetic pathways involved in the production of cellulose and lignin^7,8^. However, until more recently hemicellulose has not been as well studied. Hemicellulose plays an important role in plant biomass^9^ and increasing or altering the content of hemicellulose has been identified as a potential way to raise the value of plant biomass for biofuels and other bioproducts.

In most vascular plants, such as poplar and *Arabidopsis*, the primary hemicellulose in the SCW is glucuronoxylan (xylan), with glucomannan and galactoglucomannan making up small proportions^10^. While cellulose is synthesized at the plasma membrane via large protein complexes, glucuronoxylan, a polymer of β-(1,4)-linked xylose with various side chains, is produced in the Golgi apparatus and transferred to the plasma membrane^11,12^.

In Arabidopsis, the IRX8 and PARVUS genes are vital for synthesizing the tetrasaccharide end sequence putatively involved in xylan biosynthesis^13^. This reducing end sequence (RES) is composed of D-Xylose, D-Glucuronic Acids, L-Rhamnose, D-Galactose, and L-Arabinose (furanose)^12^. While IRX8 operates in the Golgi, PARVUS, a member of the GT8 family, functions in the endoplasmic reticulum (ER), initiating an enzymatic stage preceding IRX8^13^. The different subcellular localizations indicate that IRX8 and PARVUS perform distinct functions in xylan biosynthesis. In Eucalyptus, expression of the PtrPARVUS2 ortholog is reduced in tension wood, indicating a putative role in stem formation^14^. In *Populus trichocarpa*, PtrPARVUS2 (Potri.002G132900) exhibits a high degree of stem tissue specificity, with heightened expression in the 7th–8th stem internodes, while its transcript could not be detected in 1st–4th stem internodes. This indicates that PtrPARVUS2 may have a crucial function in stem development^15^. Altering the expression levels of the GT8 family genes can affect xylan and lignin content, underlining their significance in SCW development^15^. Elucidating the upstream transcriptional regulation network of Ptr*PARVUS2* may offer opportunities for targeted cell wall modifications, enhancing plant biomass for tailored applications.

In *Arabidopsis*, a network of transcription factors (TFs) regulates SCW formation by coordinating the synthesis of cellulose, hemicellulose, and lignin^16^. Multiple regulatory layers, including TFs and phytohormones, contribute to cell wall regulatory control in *Arabidopsis*. However, the specific mechanisms in other vascular plants, such as trees, have yet to be elucidated. Poplar contains many duplicate genes relative to Arabidopsis and so determination of the regulatory network that controls this developmental process in poplar is key to understanding wood formation^17,18^.

In the current study, a xylem-biased library containing 42 TFs was screened by Y1H to identify the ability to bind to the Ptr*PARVUS2* promoter in vivo. We identified six TFs with the ability to regulate Ptr*PARVUS2* expression by targeting specific *cis-elements* in the promoter region. Transient expression analysis and RT-qPCR were used to determine whether these six TFs are positive or negative regulators of PARVUS2. Finally, Chromatin Immunoprecipitation sequencing (ChIP-seq) was used to identify the putative *cis-elements in planta*.

## Materials and methods

### Generation of plasmid constructs

The 2100 bp region upstream of the start codon of *PtrPARVUS2* was synthesized (Genewiz, NJ, USA). The unique restriction sites (*XbaI* and *SbfI*) were introduced to 5’ and 3’ of the promoter of Ptr*PARVUS2* (PtrPARVUS2^pro^) using the following primers: PARVUS-Fwd-XbaI and PARVUS-Rvs-SbfI (Supplemental Table S1). PtrPARVUS2^pro^ was cloned into the pGEM-T Easy vector (Promega, USA). The ligated vector was confirmed by PCR and Sanger sequencing. Using the pGFPGUSPlus binary expression vector^19^ that harbors *EGFP* gene driven by the Cauliflower Mosaic Virus 35S (CaMV35S) promoter (RRID: Addgene_64401), we replaced the CaMV35S promoter with the PtrPARVUS2^pro^ by digesting both with *XbaI* and *SbfI* followed by T4 ligation (Promega, USA). The pGFPGUSPlus-PtrPARVUS2^pro^::EGFP vector was confirmed by PCR and Sanger sequencing and transformed into *Agrobacterium tumefaciens* (GV3101).

Yeast One-Hybrid (Y1H) destination vectors pMW#2 and pMW#3 are gifts from Marian Walhout (Addgene plasmid # 13,349; http://n2t.net/addgene:13349; RRID: Addgene_13349)^20^. pGEM- T Easy-PtrPARVUS2^pro^, pMW#2 and pMW#3 were digested with *SphI* & *SalI* and *EagI* & *XbaI* allowing PtrPARVUS2^pro^ to be inserted in the upstream of *HIS3* and *LacZ* report genes through T4 ligation (Promega, USA) for Y1H assays. The pMW#2-PtrPARVUS2^pro^ and pMW#3-PtrPARVUS2^pro^ vectors were confirmed by PCR and Sanger sequencing.

The CDS sequences without stop codon of six transcription factors (Ptr*C2H2ZF1* (Potri.010G209400), Ptr*C2H2ZF2* (Potri.014G066200), Ptr*ARF5a* (Potri.002G024700), Ptr*BLH* (Potri.010G197300), Ptr*NAC127* (Potri.018G068700) and Ptr*CORONA* (Potri.003G050100)) were cloned from Y1H library. *XbaI* and *AscI* restriction sites were introduced to 5’ and 3’ of CDS sequences of Ptr*C2H2ZF1*, Ptr*C2H2ZF2* and Ptr*NAC127*, *SpeI* and *AscI* for Ptr*ARF5a*, Ptr*BLH* and Ptr*CORONA* (Supplemental Table S1). And pMDC84 binary vector, *GFP* gene driven by the Cauliflower Mosaic Virus 35S (CaMV35S) promoter was a gift from Kent Chapman (Addgene plasmid # 96,979; http://n2t.net/addgene:96979; RRID: Addgene_96979)^21^. CDS sequences and pMDC84 were digested with *XbaI* & *AscI* or *SpeI* & *AscI* allowing TF CDS sequences to be inserted between CaMV35S and GFP report genes via T4 ligation (Promega, USA). Then, pMDC84-TFs::GFP vectors were confirmed by Sanger sequencing and transformed into *Agrobacterium tumefaciens* stain (GV3101). The CDS sequences of the six transcription factors were cloned and inserted downstream of CaMV35S promoter in pGFPGUSPlus, CaMV35S::TF vectors were confirmed by PCR and Sanger sequencing and transformed into *Agrobacterium tumefaciens* (GV3101). All plasmids are listed in Supplemental Table S2.

### Plant materials

*Populus tremula* × *alba* (717-1B4; INRA France) was cultured in Woody Plant Medium (WPM) at 25 °C under a cycle of 16-h light (50 μmol m^−2^ s^−1^)/8-h dark^22^. Transgenic hybrid poplar carrying the PtrPARVUS2^pro^::EGFP were generated through Agrobacterium tumefaciens-mediated transformation as previously described^23^. Following selection on media with antibiotics, PCR and SDS-PAGE were used to confirm transgenic lines. The transgenic plants were maintained in WPM for further analysis. Experiments on plants/plant parts must confirm that the use of plants in the present study complies with international, national, and/or institutional guidelines.

### Yeast one-hybrid assays

A xylem-biased cDNA library^24^ was used for Y1H assays, which were conducted according to the protocol from Walhout Lab^20^. pMW#2-PtrPARVUS2^pro^ and pMW#3-PtrPARVUS2^pro^ were used as the destination *HIS3* bait vector and the destination *LacZ* vector. Generally, linearized destination bait vectors were co-transformed into YM4271 yeast strain (MATa, *ura3-52, his3-200, ade2-101, ade5, lys2-801, leu2-3, 112, trp1-901, tyr1-501, gal4D, gal8D, ade5::hisG*) (Clontech, USA) and plated on Synthetic Complete Supplement Mixture (SC) medium without Histidine and Uracil (–His/–Ura). The positive clones were confirmed by yeast colony PCR. Prey vectors were transformed into positive clones and plated on SC medium without Histidine, Uracil and Tryptophan (–His/–Ura/–Trp). 0 mM (control) and 80 mM 3-amino-1,2,4-triazole (3-AT) were used for *HIS3* assay, 0.012% X-Gal per plate was used for ß-Gal assay. Empty pDEST-AD vector was used as the negative control, the positive yeast stain was a gift from Sarah Hall (Syracuse University).

### Subcellular localization in onion epidermal cells

The six TF-GFP combined vectors pMDC84-CaMV35S::TF-GFP, along with CaMV35S::GFP as the positive control, were separately transferred into onion epidermal cells by *Agrobacterium*^25^. NucBlue Live Cell Strain ReadyProbes was used for DAPI staining (Thermo Fisher, USA). The fluorescence signal of GFP and DAPI was detected by fluorescence microscopy system (AxioVert.A1 inverted fluorescence microscope, Zeiss, Germany).

### Transient expression assays

The pMDC84-CaMV35S::TF-GFP and positive control 35S::GFP binary vectors were transformed into *Agrobacterium tumefaciens* strain GV3101 as previously described^26^. The whole plants of *Populus tremula* × *alba* (717-1B4; INRA France) from WPM were soaked in the *Agrobacterium* solution containing 0.015% Silwet L-77 (Lehle Seeds, USA) and then *Agrobacterium* infiltration was performed by applying vacuum three times for three minutes. The vacuumed poplar was subsequently put on paper towels to remove excess infiltration medium and moved back to cubes at 25 °C under a cycle of 16 h light and 8 h dark for 7 days. RT-qPCR and western blot were applied for detecting TF::GFP fusion protein expression. The CaMV35S::TF and negative control empty binary vectors were transformed into *Agrobacterium tumefaciens* strain GV3101, the same agroinfiltration method was applied in PtrPARVUS2^pro^::EGFP stable transgenics.

### RNA isolation and quantitative real-time PCR analysis

The tissue culture leaves were harvested after transient transformation and stored at − 80 °C until used. The tissues were ground into fine powder under liquid nitrogen. The total RNA was extracted by Tri-Xtract following manufacturer’s instruction (G-Biosciences, USA), and 1 ug RNA treated with RQ1 RNase-Free DNase (Promega, WI, USA). DNase-treated RNA was reverse-transcribed to cDNA by High-Capacity cDNA Reverse Transcription Kits (Applied Biosystems, MA, USA). The expression of *GFP* was measured using qPCR. Samples were run in triplicate using SYBR^®^ Green master mix (BIO-RAD, CA, USA) on a CFX Connect™ Real-Time PCR Detection System (BIO-RAD, CA, USA). Poplar *UBIQUITIN 11* (*UBQ11*, Potri.017G036800) and *Elongation Factor 1-β 2* (*EF1β*, Potri.015G094200) were used as reference genes^27^. The following primer sets were used for qPCR: *UBQ11*-Fwd, *UBQ11*-Rvs, *EF1β*-Fwd, *EF1β*-Rvs, *GFP*-Fwd, *GFP*-Rvs (Supplemental Table S1).

### SDS-PAGE and western blot analyses

Total protein was extracted from tissue culture leaves after transient transformation using a protein extraction buffer containing 150 mM Phosphate Buffer, 10 mM EDTA, 25 mM Sodium Metabisulphite, 100 mg/L PVP, 0.1% Triton X-100, 0.1% SDS and 0.07% β-mercaptoethanol (Côté et al., 2003). Briefly, 1 ml extraction buffer was added to 50 mg ground tissues and held on ice for 10 min. All of samples were centrifuged at 13,000 rpm for 10 min at 4 °C. 800 μl of supernatant was removed to a fresh 1.5 ml tube and kept on ice for immediate use or snap frozen in liquid nitrogen and stored at − 80 °C. The total proteins were separated by 10% SDS-PAGE and stained by Coomassie Blue. The separated proteins were transferred onto a PVDF membrane as previously described^28^ and detected by Mouse anti GFP-Tag monoclonal antibody (ABclonal, USA) and HRP Goat Anti-Mouse IgG (H + L) as the secondary antibody (ABclonal, USA). SuperSignal™ West Pico PLUS Chemiluminescent Substrate (Thermo Fisher, USA) was used to detect HRP. Finally, chemiluminescence was captured by ChemiDoc MP Imaging System (Bio-Rad, USA) and analyzed by ImageJ.

### Chromatin Immunoprecipitation sequencing (ChIP-seq) assays

After transfection and successful validation of GFP signal, 8 g of leaf tissue was harvested and immediately cross-linked with 1% formaldehyde under vacuum for 15 min at 25 °C. The cross-linking was stopped by adding glycine to the final concentration of 0.125 M for 5 min under vacuum. The cross-linked samples were washed three times with double distilled water. The ChIP assay based on GFP Monoclonal Antibody (Invitrogen, USA) was performed as described previously^29,30^. Chromatin samples without GFP antibody immunoprecipitation were used as the control. DNA was purified and the library was prepared by NEBNext Ultra II DNA Library Prep Kit (New England Biolabs, USA). The DNA libraries were sequenced by Illumina NextSeq 2000 next-generation sequencing system from SUNYMAC (SUNY Molecular Analysis Core).

For ChIP-Seq data processing, the paired-end reads were trimmed by Trimmomatic^31^. After trimming the adapter sequence, clean reads were mapped to the *Populus tremula* × *alba* genome (https://urgi.versailles.inra.fr/Species/Forest-trees/Populus/Clone-INRA-717-1B4) by Bowtie2 with default parameters^32^. Mapped reads with low mapping quality (MAPQ < 30) or multiple duplicates removed by SAMtools^33^. Enriched peaks were identified by MACS^34^. We defined the region of a target gene as the range from 2.5 kb upstream of transcription start site (TSS) to transcription terminal site (TTS). The target genes of each peak were annotated by annotate Peak function in Chipseeker R package^35^. plotProfile and plotHeatmap in deepTools were used for peak visualization^36^. To identify DNA motifs, the peak files were searched for enriched DNA motifs using the MEME^37^. Peak files were visualized by Integrated Genome Browser^38^.

## Results

### TFs bind to the promoter of PtrPARVUS2

To determine whether the 42 TFs from the xylem biased library interact with the promoter of Ptr*PARVUS2*, the 2.1 kb promoter was cloned in pMW#2 and pMW#3 vectors, which harbor *HIS3* and *LacZ* report genes for Y1H assays. Of the transformed yeast cells with two different reporters, only Ptr*C2H2ZF1*, Ptr*C2H2ZF2*, Ptr*ARF5a*, Ptr*BLH*, Ptr*NAC127* and Ptr*CORONA* grew on SC–His/–Ura/–Trp medium with 0 mM and 80 mM 3-AT (Fig. 1, Supplemental Fig. S1). At the same time, X-Gal was active and turned blue in these transformed yeast cells. These results suggested that Ptr*C2H2ZF1*, Ptr*C2H2ZF2*, Ptr*ARF5a*, Ptr*NAC127*, Ptr*BLH* and Ptr*CORONA* can bind to the 2.1 kb promoter of Ptr*PARVUS2*.

**Figure 1:**
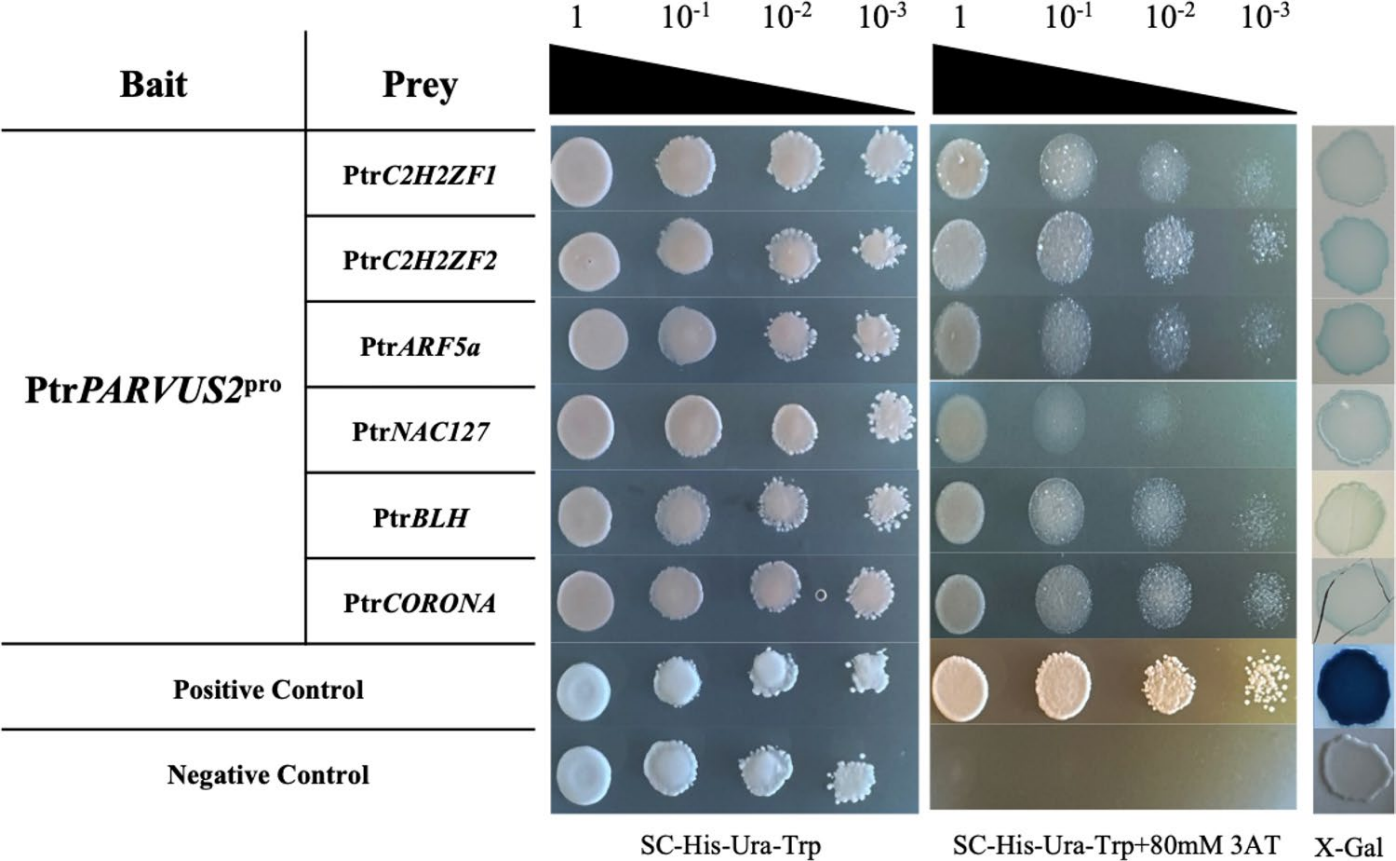
Y1H analysis of interactions between six transcription factors and the Ptr*PARVUS2* promoter. pMW#2-Ptr*PARVUS2*^pro^ and pMW#3-Ptr*PARVUS2*^pro^ with *HIS3* and *LacZ* reporter genes were used for the bait, six TFs fused with activation domain were used as prey. The empty pDEST-AD vector was used as the negative control, the positive yeast stain was a gift from Sarah Hall (Syracuse University).

### TFs localize to the nucleus

To investigate the subcellular localization of six TFs in *vivo*, we transformed CaMV35S::TF-GFP into onion epidermal cells by *Agrobacterium*-mediated transient transformation, using CaMV35S empty vector and CaMV35S::GFP as negative and positive controls. CaMV35S::Ptr*C2H2ZF1*-GFP, CaMV35S::Ptr*C2H2ZF2*-GFP, CaMV35S::Ptr*ARF5a*-GFP, CaMV35S::Ptr*NAC127*-GFP and CaMV35S::Ptr*CORONA*-GFP expression was observed in the nuclei, which were also stained by DAPI (Fig. 2). CaMV35S::Ptr*BLH*-GFP was expressed in both the cytoplasm and nucleus. By contrast, CaMV35S::GFP signals were uniformly distributed throughout the cell, and there was no GFP signal in empty vector transformed cell, indicating that Ptr*C2H2ZF1*, Ptr*C2H2ZF2*, Ptr*ARF5a*, Ptr*NAC127* and Ptr*CORONA* are nuclear proteins. The Ptr*BLH* expression pattern indicated that it might have another function besides as a transcription factor.

**Figure 2:**
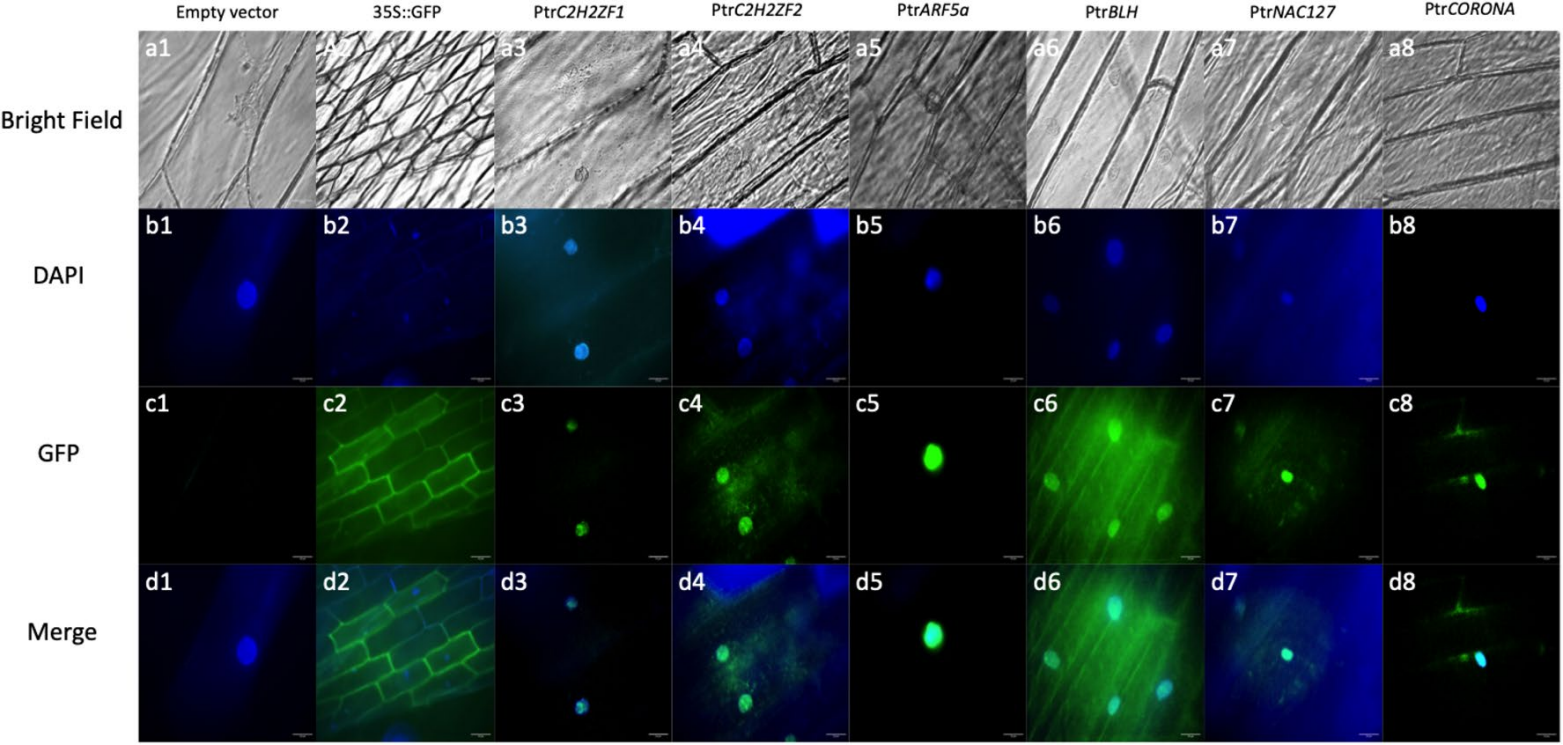
Subcellular localization of Ptr*C2H2ZF1*, Ptr*C2H2ZF2*, Ptr*ARF5a*, Ptr*NAC127*, Ptr*BLH* and Ptr*CORONA*. Subcellular localization was performed in onion epidermis by *Agrobacterium* infection. Bright field (**a1**–**a8**), DAPI (**b1**–**b8**) and GFP (**c1**–**c8**) were observed captured by Nikon SMZ1500 microscope with an Endow GFP Longpass filter (excitation: 460–500 nm and emission: 500 nm) and a TRITC (DsRed) filter (excitation: 530–560 nm and emission: 590–650 nm). Merged images (**d1**–**d8**) were analyzed by Image. The empty vector and 35S::GFP were used as the negative and positive controls, DAPI staining was used for labeling nuclei.

### TFs function as transcriptional repressors of PtrPARVUS2

Previous transcriptome analysis showed that PtrBLH and PtrNAC127 had the opposite expression pattern in the stem as PtrPARVUS2, which had expression in 1st-4th stem internodes, but not in 7th-8th stem internodes^15^ indicated that PtrBLH and PtrNAC127 could be repressors of PtrPARVUS2. To gain insight into the transcriptional role of these six TFs, the TFs were transiently expressed in leaf tissues of PtrPARVUS2^pro^::EGFP transgenics through agroinfiltration (Fig. 3a). EGFP transcriptional levels were detected by RT-qPCR, using empty vector as the control. The results show that EGFP transcriptional levels were decreased after overexpressing Ptr*C2H2ZF1*, Ptr*C2H2ZF2*, Ptr*ARF5a*, Ptr*NAC127*, Ptr*BLH* and Ptr*CORONA* (Fig. 3b), indicating that these six TFs can negatively regulate Ptr*PARVUS2*.

**Figure 3:**
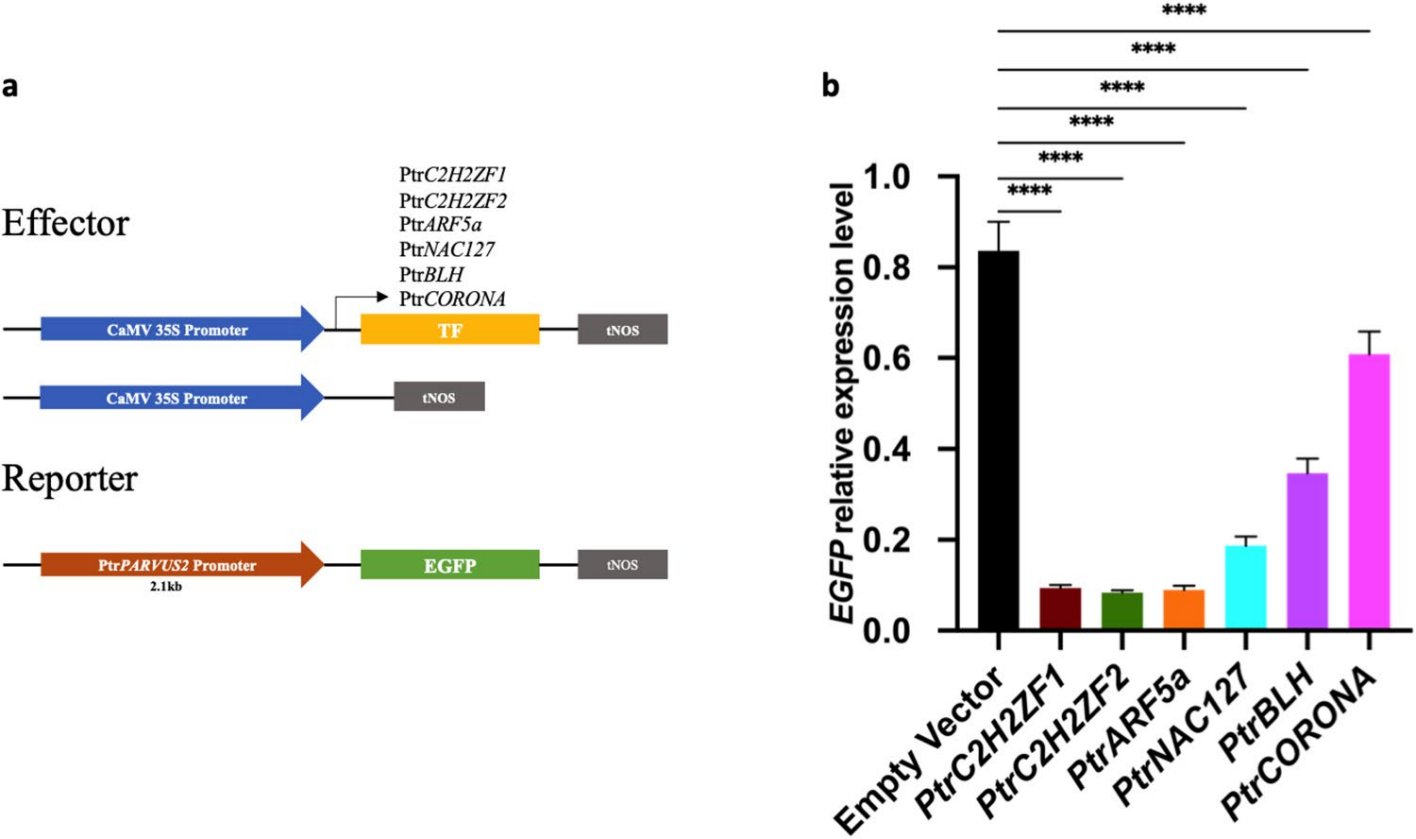
(**a**) Diagrams of the effector and reporter vectors used in transient expression assays. (**b**) Analysis of EGFP in leaf tissues after transient expression by RT-qPCR. Expression values are average of three biological replicates ± standard error of the mean (SEM), normalized to the reference UBQ11 and EF1β, respectively. The error bars represent standard deviations from three biological replicates. ****P < 0.0001 based on *t*-test.

### TFs target genes identified by ChIP-Seq

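Peak lists of 6 ChIP-seq libraries were analysed, one for each of PtrC2H2ZF1, PtrC2H2ZF2, PtrARF5a, PtrBLH, PtrNAC127 and PtrCORONA. Each TF was fused to GFP under the CaMV35S promoter and expressed for 7 days after infiltration in leaves of the poplar hybrid Populus tremula × alba, and chromatin from 8 g of leaf cross-linked with 1% formaldehyde for 15 min was precipitated with a GFP antibody. The control was input chromatin without antibody, which has no peak list of its own. Reads had been trimmed with Trimmomatic, mapped with Bowtie2 to the Populus tremula × alba genome and filtered with SAMtools (MAPQ under 30 and duplicates removed), and peaks had been called per library by MACS2 (version 2.1.0 in the submitters' processing notes). Each peak has a position, a summit, a fold enrichment and a −log10 q, which are the peak caller's own values. They were used here to describe, filter and rank the peaks of a list, and fold enrichments of different lists were not tested against each other, apart from their rank order across shared regions. The lists hold 575 to 5397 peaks on 19 chromosomes and on unplaced scaffolds, and the smallest −log10 q lies between 2.02 (PtrARF5a) and 4.26 (PtrC2H2ZF1). The paper gives one approximate number of raw reads for all samples, which is the only depth stated. The peak lists hold no read totals, so the number of mapped reads left after filtering in each library is unknown here. With 1 library per TF there is no replicate error, so a difference between 2 lists cannot be told from one between libraries. Peaks of different lists were compared by position, as overlaps of at least 1 bp, and set against 1000 random placements in which each peak kept its width and its chromosome or scaffold. A peak without an overlapping peak in the other lists may still have had signal below the threshold there. A genome sequence and gene annotation of this build were not used here, so positions are given without gene features.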

To identify what additional genes can be targeted by these six TFs, ChIP-Seq was performed by immunoprecipitating TF-GFP fusion protein and the cross-linked DNA. ~ 15 million raw reads per sample were obtained from sequencing. Ptr*C2H2ZF1*, Ptr*C2H2ZF2*, Ptr*ARF5a*, Ptr*BLH*, Ptr*NAC127* and Ptr*CORONA* bind predominantly to promoter regions, particularly the regions around the transcriptional start site (TSS) and that have a moderate enrichment at transcribed gene body regions (Fig. 4). A total of 575 putative binding sites were identified in the Ptr*C2H2ZF1* sample, with the majority (54%) located in the promoter, 42% in distal intergenic regions, and 4% in other areas such as introns and exons (Fig. 5a). Similarly, in the Ptr*C2H2ZF2* sample, a total of 607 putative binding sites were found, with 60% in the promoter, 37% in distal intergenic regions, and 3% in other regions (Fig. 5b). 

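The PtrC2H2ZF1 list was nearly all shared with the other TFs: 518 of its 575 peaks (90.1%, exact 95% binomial interval 87.3 to 92.4%) lay in regions with a peak in all 6 lists, and 3 overlapped no peak of another list. The shared peaks were also the stronger ones. Their median fold enrichment was 29.8, against 4.40 for the 57 other peaks of the list (difference in medians 25.4, two-sided permutation p adjusted over the 6 lists = 1e-05, the smallest the 100000 resamples can give). A shared region had to pass the call threshold in all 6 lists, which tends to leave weak sites out. The direction of this difference, here and in the other lists, was thus partly set by the grouping. The peak with the largest −log10 q (657.1) lay on chromosome 3 from 19528550 to 19529534, with a fold enrichment of 47.5, and was followed by peaks on scaffold_555 (8953 to 10258, −log10 q 651.1) and scaffold_146 (14762 to 17595, 645.3). On chromosome 2, the next in order were peaks from 18345722 to 18349031 (633.7) and from 18359109 to 18363699 (627.0). All 5 of these sites had a peak in every list. Among the 3 peaks found in this list only, the one with the largest −log10 q (12.3) lay on chromosome 10 from 19876803 to 19877280, the chromosome that the ID of the PtrC2H2ZF1 gene carries (Potri.010G209400), at a fold enrichment of 2.88. The introduced plasmid carries the coding sequence of the TF, so plasmid DNA may give such a peak. This could not be told from binding of the TF to its own gene, here or in the PtrC2H2ZF2, PtrARF5a, PtrBLH and PtrCORONA lists. The remaining list-only peaks had a lower −log10 q but a higher fold enrichment, on chromosome 12 from 111107 to 111413 (−log10 q 5.17, fold enrichment 5.68) and on scaffold_200 from 45668 to 45964 (4.37 and 3.88). Peaks had a median width of 553 bp, and 535 of them (93.0%) were on the 19 chromosomes.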

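PtrC2H2ZF2, the second C2H2 zinc finger protein, gave peaks at places that most of the other lists hold too. Its 607 peaks overlapped a PtrARF5a peak in 96.0%, a PtrCORONA peak in 95.2%, a PtrNAC127 peak in 92.8% and a PtrBLH peak in 91.8% of cases. Of these peaks, 557 (91.8%) overlapped a PtrC2H2ZF1 peak, against a mean of 2.52 in random placements (one-sided permutation p = 0.001, the smallest the 1000 placements can give, and 0.001 after adjustment over 30 ordered pairs). In the opposite direction the overlap was 561 of 575 peaks (97.6%). Across the 513 regions with a peak in all 6 lists, the fold enrichments of both zinc finger proteins followed nearly one rank order (Spearman's rho = 0.976 across regions, which are not independent replicates). The shared part of the list was 517 peaks (85.2%), with a median fold enrichment of 30.7 against 5.55 for the other 90 (permutation p adjusted over the lists = 1e-05). On scaffold_146, from 14764 to 17601, lay the peak with the largest −log10 q (669.7, fold enrichment 54.9), and one on chromosome 5 from 24527710 to 24528924 had a fold enrichment of 65.7 and a −log10 q of 640.3. In this list only, 4 peaks were called. The one with by far the largest −log10 q lay on chromosome 14 from 5363813 to 5365375, with a −log10 q of 42.2 and a fold enrichment of 4.98, and the gene ID of PtrC2H2ZF2 (Potri.014G066200) carries that chromosome number. The next list-only peak by −log10 q (4.75), on chromosome 19 from 8815428 to 8815724, had the higher fold enrichment, 5.64.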

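PtrARF5a, an auxin response factor, had the longest peak list of the 6 TFs, and most of it was called for this TF alone. Of the 5397 peaks, 4000 (74.1%) overlapped no peak of another list, while 551 (10.2%, exact 95% binomial interval 9.41 to 11.0%) lay in regions with a peak in all 6 lists. The PtrARF5a list still covered nearly all sites of the other TFs, since 94.3% of the PtrBLH peaks and 97.7% of the PtrC2H2ZF1 peaks overlapped one of its peaks. Its peaks were narrow, with a median width of 239 bp, and their median fold enrichment was 6.65. The peaks shared by all 6 lists reached a median fold enrichment of 14.9, against 6.38 for the other 4846 (two-sided permutation p adjusted over the 6 lists = 1e-05). By −log10 q the list was led by peaks on chromosome 9 from 12365081 to 12365603 (320.7) and on chromosome 6 from 2703521 to 2704050 (305.6). These came before one on chromosome 1 from 43714777 to 43716614 (299.3), and all 3 had a peak in every list. The strongest peaks called for PtrARF5a only stood together on chromosome 2, the chromosome number in the gene ID of PtrARF5a itself (Potri.002G024700). They lay from 1557708 to 1558746 (fold enrichment 55.1, −log10 q 175.8), from 1559109 to 1559702 (41.0 and 116.2) and from 1555562 to 1555837 (31.2 and 80.7).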

In the Ptr*ARF5a* sample, 5397 putative binding sites were identified, with 57% in the promoter, 34% in distal intergenic regions, and 9% in other regions (Fig. 5c). In the *PtrBLH* sample, 1022 putative binding sites were identified, with 66% in the promoter, 32% in distal intergenic regions, and 2% in other regions (Fig. 5d). 

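The PtrBLH list divided into a part common to all TFs and a part shared mainly with PtrARF5a and PtrCORONA. These TFs have the longest peak lists (5397 and 1159 peaks), and a longer list offers more peaks to overlap with. Of the 1023 PtrBLH peaks, 520 (50.8%, exact 95% binomial interval 47.7 to 53.9%) lay in regions with a peak in all 6 lists, 460 in regions of 2 to 5 lists, and 43 overlapped no other peak. PtrARF5a peaks overlapped 94.3% of the list and PtrCORONA peaks 72.1%, against 53.6% for PtrC2H2ZF1, 54.7% for PtrC2H2ZF2 and 52.8% for PtrNAC127. Random placement gave at most 27 overlapping peaks for any of these pairs (one-sided permutation p adjusted over 30 pairs = 0.001 for each, the smallest the placements can give). Median fold enrichment was 16.9 in the common part and 6.22 in the other 503 peaks (permutation p adjusted over the lists = 1e-05). The list was led by the peak on scaffold_555 from 8970 to 10240 (−log10 q 466.1) and the one on chromosome 3 from 19528572 to 19529511 (453.9). Of the PtrBLH-only peaks, one on chromosome 10 from 19015276 to 19015842 had the largest −log10 q (128.9, fold enrichment 49.8). Close to it, from 19016040 to 19016641, lay another PtrBLH-only peak with a −log10 q of 24.6. The PtrBLH gene ID (Potri.010G197300) carries chromosome 10, though the gene is not listed in Table S6. After the strongest, the next PtrBLH-only peak by −log10 q (28.4) lay on chromosome 13 from 14872695 to 14872979, with a fold enrichment of 2.65.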

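For PtrNAC127, a member of the NAC family, 681 peaks were listed, of which 518 (76.1%, exact 95% binomial interval 72.7 to 79.2%) lay in regions with a peak in all 6 lists and 24 in no other list. Overlap was largest with PtrARF5a (94.7% of the peaks) and PtrCORONA (92.8%), which have the longest lists. The median fold enrichment was 12.3 in the regions of all 6 lists and 9.25 in the other 163 peaks, a ratio of 1.33 (two-sided permutation p adjusted over the 6 lists = 1e-05). The median −log10 q still differed widely, at 81.0 and 13.9. The largest −log10 q belonged to a peak on chromosome 5 from 24527731 to 24528913 (402.4, fold enrichment 17.5), and the next to one on chromosome 3 from 19528565 to 19529515 (350.3). A peak on chromosome 2 from 18349130 to 18354390 was 5261 bp wide and had a −log10 q of 334.2. None of the PtrNAC127-only peaks stood far above the others. The largest −log10 q among them was 18.8, on chromosome 13 from 7935114 to 7935612, and the PtrNAC127 gene ID (Potri.018G068700) carries another chromosome number, 18.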

For Ptr*NAC127*, a total of 682 putative binding sites were found, with 63% in the promoter, 34% in distal intergenic regions, and 3% in other regions (Fig. 5e). Lastly, in the Ptr*CORONA* sample, 1106 putative binding sites were found, with 57% in the promoter, 40% in distal intergenic regions, and 3% in other regions like introns and exons (Fig. 5f). 

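The PtrCORONA list holds 1159 peaks, of which 516 (44.5%, exact 95% binomial interval 41.6 to 47.4%) lay in regions with a peak in all 6 lists, 592 in regions of 2 to 5 lists and 51 in no other list. PtrARF5a peaks overlapped 94.5% of the list, PtrBLH peaks 63.2% and PtrNAC127 peaks 54.4%. Median fold enrichment was 14.8 in the regions of all 6 lists and 6.36 in the other 643 peaks (two-sided permutation p adjusted over the lists = 1e-05). The leading peak by −log10 q (449.8) lay on chromosome 5 from 24527724 to 24528909, at the place where the PtrNAC127 list was led as well. The PtrCORONA-only peaks included 6 that stood side by side on chromosome 3, from 7359737 to 7367458. The strongest of them, from 7364076 to 7364959, had a fold enrichment of 48.1 and a −log10 q of 166.3. Next by −log10 q came those from 7359737 to 7360289 (fold enrichment 21.9, −log10 q 61.3) and from 7362550 to 7363636 (17.9 and 57.3). The largest −log10 q of any other PtrCORONA-only peak was 12.3. The PtrCORONA gene ID of the cloning methods (Potri.003G050100) carries chromosome 3. No peak of the other 5 lists fell in this span. Whether these peaks come from DNA of the introduced plasmid or from binding of PtrCORONA to its own gene could not be told apart.

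**Figure D1:**
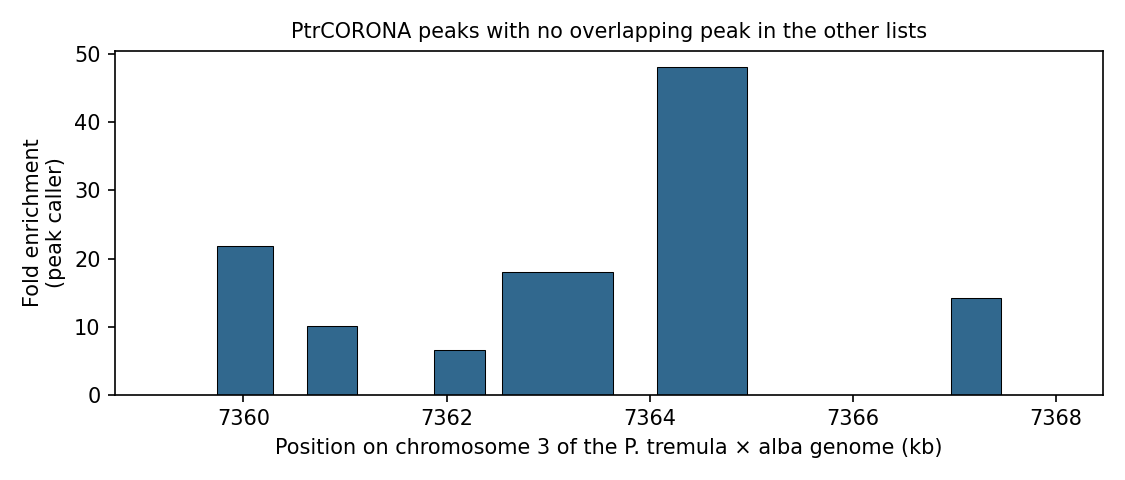
PtrCORONA-only peaks on chromosome 3 of the Populus tremula × alba genome. Each bar is a peak, with its position in kb on the x axis, its width to scale and its fold enrichment from the peak caller on the y axis; 6 peaks stand between 7359737 and 7367458, the highest at 48.1.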

Approximately 75% of the binding sites within the promoter regions targeted by these six TFs were concentrated within the 2 kb region, signifying their active involvement in the transcription binding process. The full list of the genes targeted by the six TFs is in Supplemental Table S3–S8.

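The gene tables overlap as the peak lists do. Tables S3, S4, S6, S7 and S8, which were read in full, hold 532, 562, 949, 640 and 1082 genes, and 488 of these genes stand in all 5 tables. This is 91.7% of the PtrC2H2ZF1 genes and 35.3% of the 1384 genes found in any of the 5. The 5 corresponding peak lists have 513 regions in common, and all 6 lists likewise 513 of 5498 merged regions, against at most 2 in 1000 random placements (one-sided permutation p = 0.001, the smallest the placements can give). Of Table S5, for PtrARF5a, the first 1999 of 4477 rows were read, in order of gene ID, and no test used it. As a share of the shorter table, the overlap of 2 complete tables ran from 73.9% (PtrBLH and PtrCORONA) to 98.1% (PtrC2H2ZF1 and PtrCORONA). As a number of genes, it ran from 507 (PtrC2H2ZF1 and PtrNAC127) to 701 (PtrBLH and PtrCORONA). Of the regions common to all 6 lists, 37 (7.21%) were on unplaced scaffolds and 14 were longer than 2 kb. The best mean rank of fold enrichment over the lists belonged to a region on chromosome 7 from 6125825 to 6127384. Next came regions on chromosome 13 from 12322652 to 12323290 and on chromosome 11 from 3893736 to 3894287. The libraries were called against the same input, so part of the overlap may be shared through the control.

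**Figure D2:**
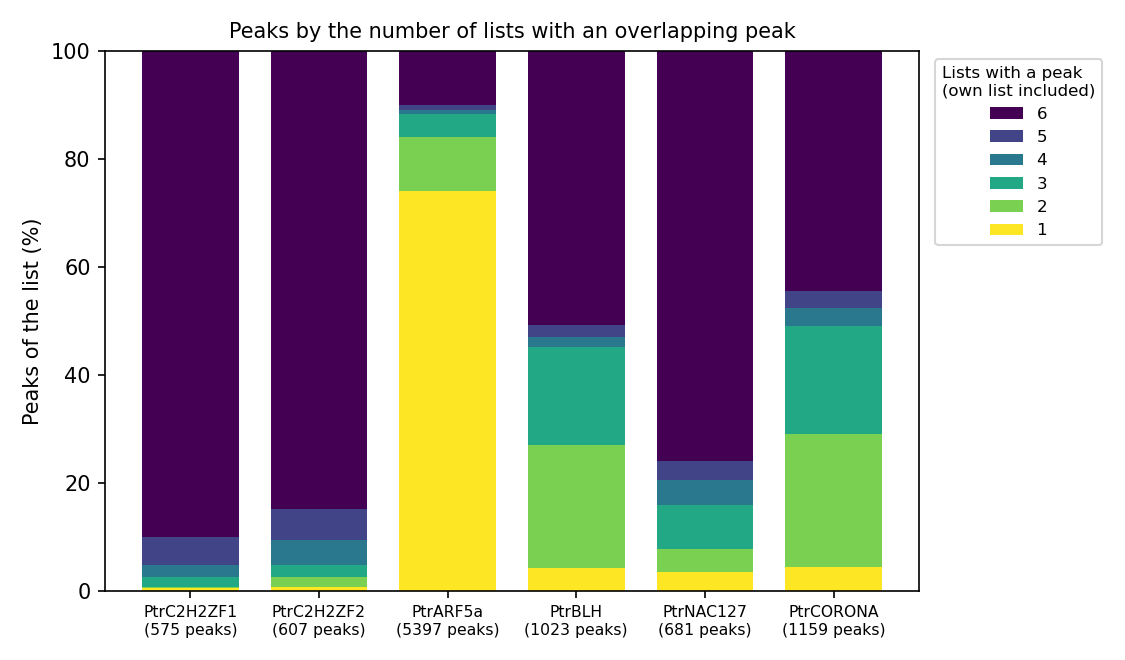
Peaks of each TF by the number of lists with an overlapping peak, the own list included. Each bar is a peak list, the y axis gives the percentage of its peaks, and colours run from 1 list to 6; in the PtrARF5a list 4000 of 5397 peaks are in 1 list only, and in the PtrC2H2ZF1 list 3 of 575.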

**Figure 4:**
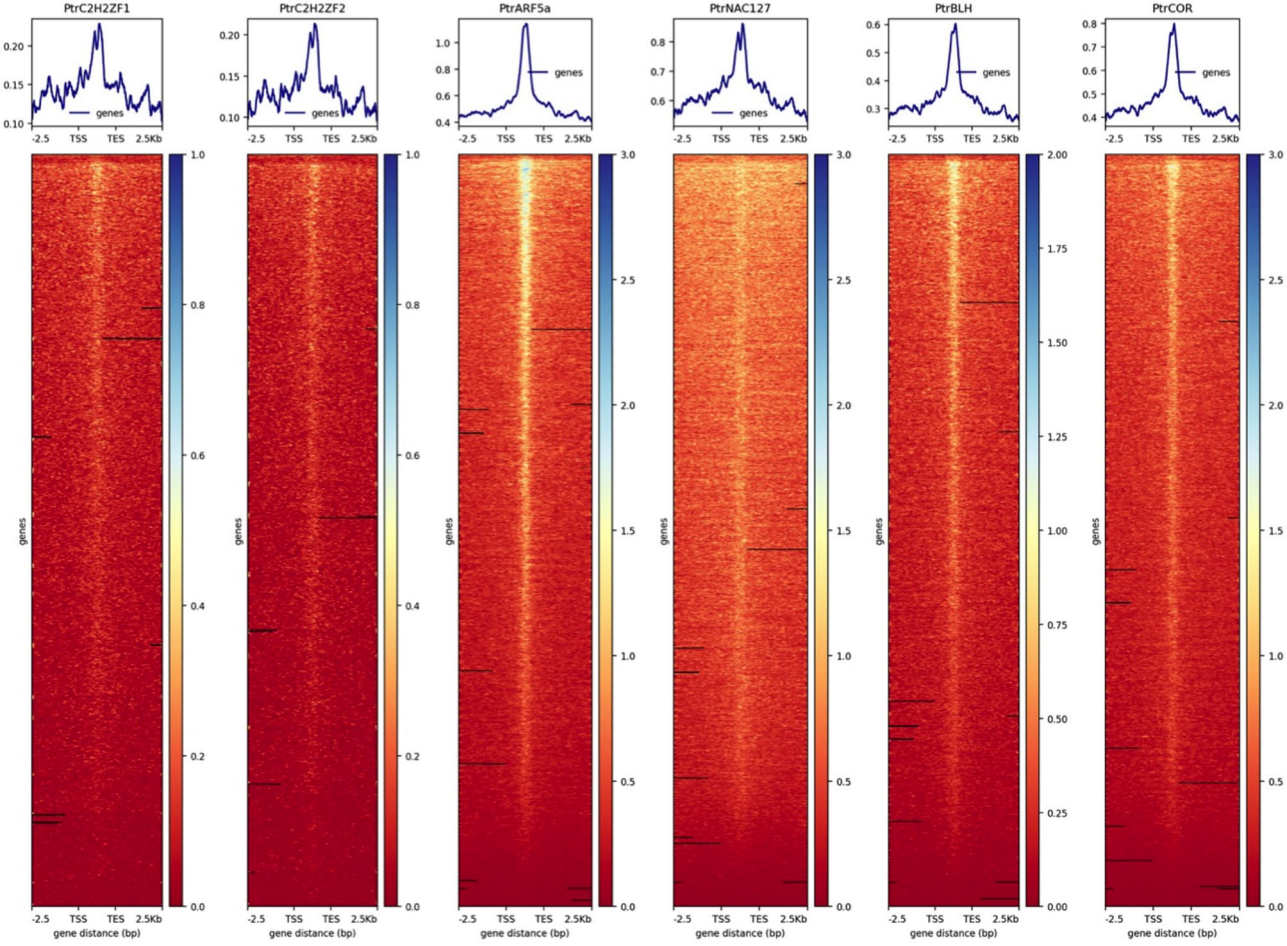
The distribution of ChIP signals in the gene body and flanking regions. TSS, transcription start site; TTS, transcription termination site; 2.5, 2.5 kb downstream of the TTS; -2.5, 2.5 kb upstream of the TSS.

**Figure 5:**
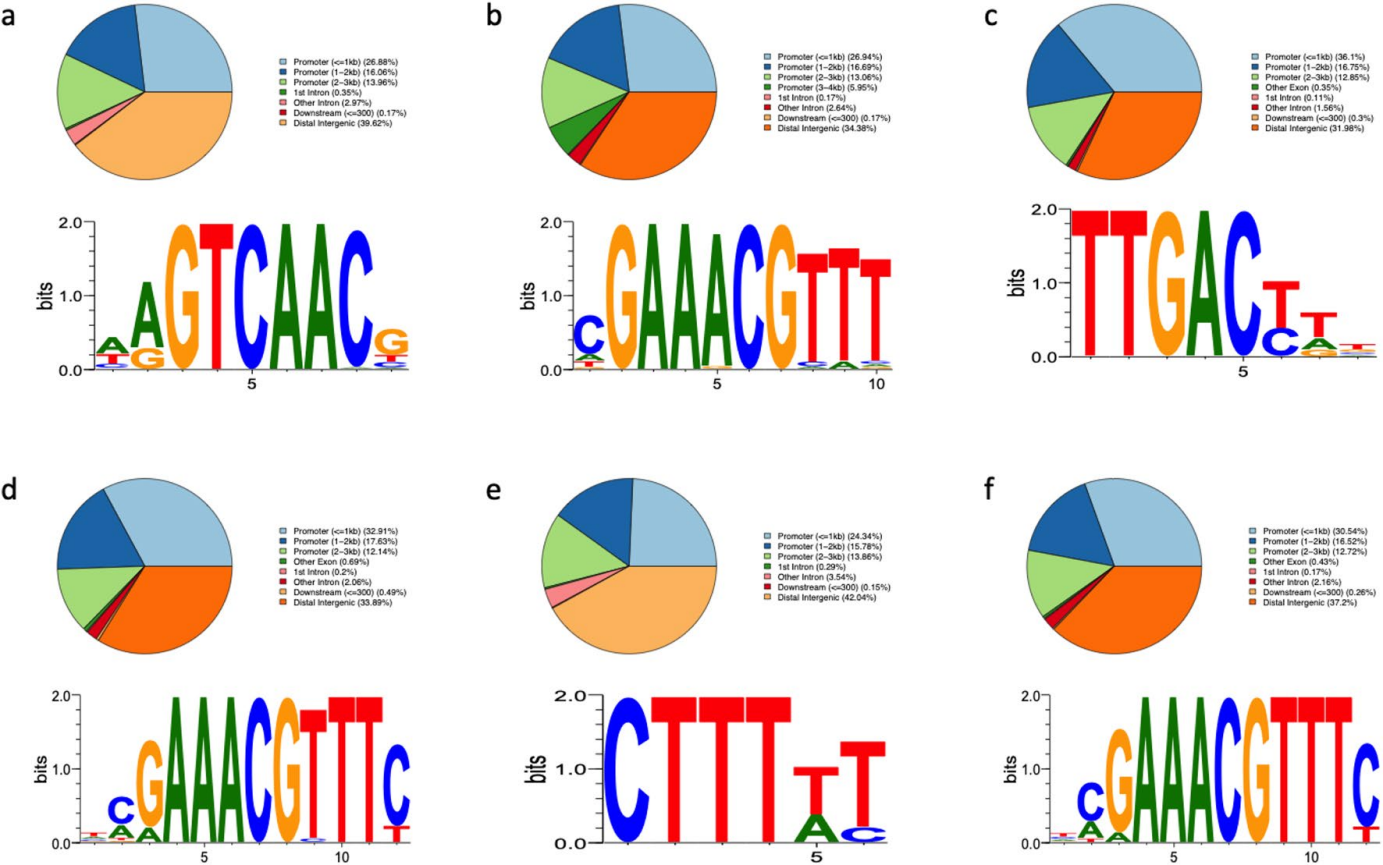
Distribution of peaks in different genomic regions and correspondent motifs. In each pattern from a to f, pie chart showing the distribution of ChIP peaks in genic and distal intergenic regions in each TF, the motif showed as sequence LOGO was significantly enriched in TF-binding regions in each TF.

### Binding motif analysis reveals *cis*-regulatory elements for these six TFs

To explore the binding motifs from Ptr*C2H2ZF1*, Ptr*C2H2ZF2*, Ptr*ARF5a*, Ptr*BLH*, Ptr*NAC127* and Ptr*CORONA*, 2 kb flanking sequences around all peaks were analyzed by the motif discovery tool MEME described in Methods section. The highest score motifs from each TFs were showed in Fig. 5a–f, the motif HRGTCAACB (E-value = 4.4E − 22) demonstrated statistical significance as the predominant binding motif in Ptr*C2H2ZF1* binding sites, whereas the motif GAARCGHW (E-value = 4.6E − 21) took precedence in Ptr*C2H2ZF2* binding sites. Furthermore, among Ptr*ARF5a* and *PtrBLH* binding sites, TTGACYD (E-value = 4.3E − 340) and RAAACGYTTY (E-value = 4.60E − 48) emerged as the most statistically relevant. Likewise, the motif CTTTWY (E-value = 4.70E − 27) displayed notable significance in Ptr*NAC127* binding sites, while the motif HRAAACGTTTY (E-value = 4.80E − 52) was statistically relevant in Ptr*CORONA* binding sites. All the highest score motifs listed above are present in the PtrPARVUS2 2 kb-promoter region (Supplemental Fig. S2). These results indicate that the genes with these motifs in promoter regions could be regulated by these six TFs directly.

### Regulatory network among six TFs

To shed light on the regulatory network in this group of SCW-related TFs, Ptr*C2H2ZF1*, Pt*rC2H2ZF2*, Ptr*ARF5a*, Ptr*NAC127*, Ptr*BLH*, and Ptr*CORONA* were transiently expressed in 717-1B4 leaf tissue. RT-qPCR and ChIP-seq were applied to determine their putative regulatory relationships. Ptr*C2H2ZF1* and Ptr*ARF5a* functioned as the repressors for Pt*rC2H2ZF2*, Ptr*NAC127*, Ptr*BLH*, and Ptr*CORONA* expression (Fig. 6a). The integration of RT-qPCR results and ChIP-seq assays revealed two negative feedback loops (Fig. 6b). Ptr*ARF5a* can inhibit the expression of Ptr*NAC127* and Ptr*CORONA*, while Ptr*NAC127* and Ptr*CORONA* had the ability to activate Ptr*ARF5a* expression. Additionally, Ptr*ARF5a* served as an activator for Ptr*C2H2ZF1* transcription and Ptr*C2H2ZF1* was identified as a downstream target for Ptr*ARF5a*, Ptr*NAC127*, and Ptr*BLH*.

**Figure 6:**
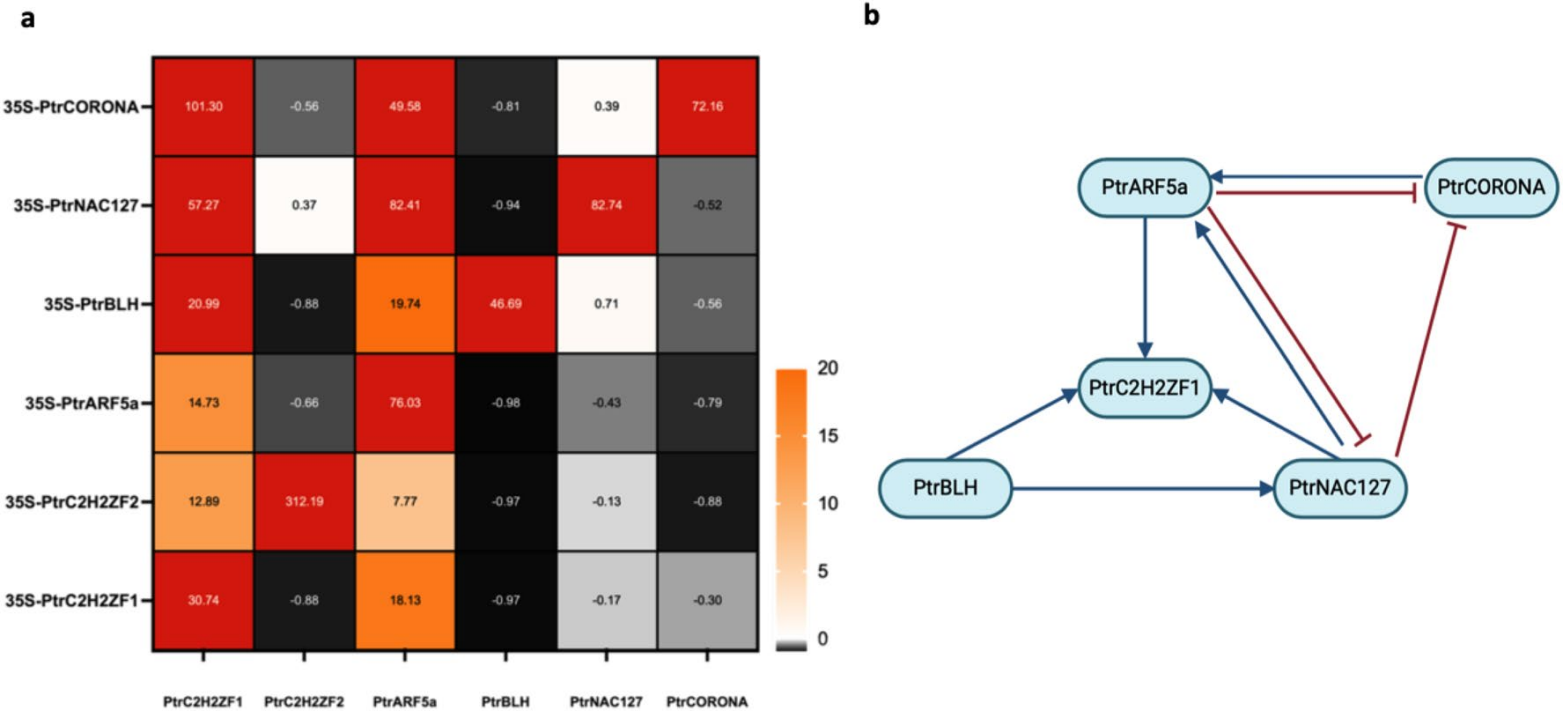
A proposed regulatory network among multiple TFs. (**a**) RT-qPCR was performed after transient expression of six TFs. The y-axis illustrated the overexpressed 6 TFs, while the x-axis depicted the detected expression levels of 6 TFs. Expression values are the average of three biological replicates ± standard error of the mean (SEM), normalized to the reference UBQ11 and EF1β, respectively. The scale bar showed the range of relative expression levels. (**b**) Model of regulation network among 6 TFs in poplar based on RT-qPCR and ChIP-seq assay.

GO enrichment analysis and promoter phylogenetic analysis indicate the potential functions of six TFs.

ChIP-seq analysis indicated that Ptr*C2H2ZF1*, Ptr*C2H2ZF2*, Ptr*ARF5a*, Ptr*BLH*, Ptr*NAC127* and Ptr*CORONA* can bind to the promoter region of Ptr*PARVUS2* (Supplemental Fig. S2). 

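PtrPARVUS2 (Potri.002G132900) belongs to the GT8 family of glycosyltransferases and is, in the paper's words, a putative hemicellulose gene. For Arabidopsis PARVUS, the paper describes a step before IRX8 in making an end sequence with a putative role in xylan synthesis. PtrPARVUS2 was listed once in each of Tables S3 to S8, so it is one of the genes assigned to a peak of every TF. This was common, since 91.7% of the PtrC2H2ZF1 genes stood in all 5 tables read in full. The ID of PtrPARVUS2 places it on chromosome 2, where 46 regions had a peak in all 6 lists. Chromosome 2 held 48 peaks of PtrC2H2ZF1, 46 of PtrC2H2ZF2, 475 of PtrARF5a, 92 of PtrBLH, 54 of PtrNAC127 and 90 of PtrCORONA. Of these, 47, 46, 53, 47, 47 and 47 in the same order lay in the regions of all 6 lists. The position of the gene in the genome build of the lists was not used here, so which of these peaks was assigned to the gene cannot be said and no fold enrichment is given for it. The paper states that all 6 TFs can bind to the promoter, from enriched signal there compared with the input in Supplemental Fig. S2. The same figure places a binding site of each TF in this promoter. The panel of the signal does not name its sequence, and which chromosome it shows was not settled here. Its range of positions, read by eye, held no peak of any list on chromosome 2. The paper sets the signal beside Y1H assays, in which the same TFs, fused to an activation domain, switched on reporters behind this promoter. In its transient expression assays the 6 TFs lowered EGFP transcripts from this promoter, and the paper names them negative regulators.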

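Genes of cell wall synthesis besides PtrPARVUS2 were looked up in the gene tables and their chromosomes in the PtrARF5a peak list. PtrCel9A1, an endo-glucanase, and PtrCesA8B, a cellulose synthase subunit, each had a row in the part of Table S5 that was read, and neither stood in the complete tables of PtrC2H2ZF1, PtrC2H2ZF2, PtrBLH, PtrNAC127 or PtrCORONA. PtrGT8E, PtrPARVUS14 and PtrGUX1A, which belong to xylan synthesis, were also absent from these 5 tables, and their IDs come after the part of Table S5 that was read. All 5 genes thus differ from PtrPARVUS2, which stood in every table. Standing in all 5 complete tables was the rule among the PtrC2H2ZF1 genes. Most PtrARF5a peaks on the chromosomes that the 5 gene IDs name had no overlapping peak of another TF, as in the whole list (74.1%). These were 229 of 312 peaks on chromosome 3 (PtrCel9A1), 202 of 274 on chromosome 4 (PtrCesA8B), 155 of 204 on chromosome 7 (PtrGT8E and PtrGUX1A) and 251 of 311 on chromosome 14 (PtrPARVUS14). Gene positions in this build were not used here, so no single peak is given for a gene.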

Among the target genes of Ptr*ARF5a* are, Ptr*GT8E* (Potri.007G031700), Ptr*PARVUS14* (Potri.014G040300), g*lucuronic acid substitution of xylan 1A* (Ptr*GUX1A*) (Potri.007G107200), *endo-1,4-β-glucanase 9A1* (Ptr*Cel9A1*) (Potri.003G151700) and *cellulose synthase 8B* (Ptr*CesA8B*) (Potri.004G059600) (Supplemental Table S5).

GO analysis shows that many of the binding sites occur in promoters of genes that are associated with uridine diphosphate glycosyltransferase (UGT) activity (Supplemental Fig. S3). When comparing UGT genes targeted by these six TFs, eight putative UGTs (Potri.004G069800, Potri.006G022500, Potri.009G095400, Potri.009G095500, Potri.014G088400, Potri.015G027700, Potri.016G017300 and Potri.017G052400) are identified in all TF samples (Supplemental Table S9). 

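All 8 of these UGT genes stood in each of the 5 tables read in full. Of the 191 UGT genes listed for poplar, the tables held 8 for PtrC2H2ZF1, 8 for PtrC2H2ZF2, 12 for PtrBLH, 9 for PtrNAC127 and 12 for PtrCORONA. Potri.004G069800 and Potri.006G022500 also stood in the part of the PtrARF5a table that was read, and the IDs of the other 6 come after it. UGT genes were 8 of the 488 genes common to the 5 tables (1.64%) and 6 of the 896 genes found in 1 to 4 of them (0.670%), a difference that did not pass the test (two-sided Fisher's exact test, p = 0.0965, chosen after the tables had been read). In the PtrC2H2ZF1 table, being common was the rule for any gene, since 480 of its 524 genes that are not UGT genes (91.6%) also stood in all 5. By their IDs, Potri.009G095400 and Potri.009G095500 are on chromosome 9, which held 23 of the regions with a peak in all 6 lists. Chromosomes 4, 6, 14, 15, 16 and 17, with 1 of the UGT genes each, held 30, 26, 27, 25, 13 and 22 such regions.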

Phylogenetic analysis was performed in 2 kb promoter regions of these eight putative UGT genes, which can be classified in three different clades (Supplemental Fig. S4). Potri.015G027700 is in clade I, Potri.009G095500 and Potri.014G088400 are classified in clade II, and the remaining five putative UGTs are in clade III.

## Discussion

The present research aimed to identify TFs from a xylem biased library for their ability to regulate Ptr*PARVUS2* expression by targeting specific *cis-elements* in the promoter region. The investigation into the regulatory network controlling SCW development in plants, with a focus on the TF-mediated regulation of the Ptr*PARVUS2* gene, provides valuable insights into the molecular mechanisms underlying cell wall formation. We have showed that six TFs can bind to Ptr*PARVUS2* promoter region to activate the downstream *HIS3* and *LacZ* reporter genes in Y1H assays, and that these six TFs are negative transcriptional regulators of Ptr*PARVUS2*. These six TFs from five different families were reported to have multiple functions in cell development and different stress responses, but the function in SCW biosynthesis has not been fully studied.

Ptr*C2H2ZF1* (Potri.010G209400) and PtrC2H2ZF2 (Potri.014G066200) are from C2H2 zinc finger (C2H2-ZF) TF family. The first discovery of zinc-binding domains occurred in the protein TFIIIA from *Xenopus oocytes*. These domains play a crucial role in binding to IIA and DNA, utilizing cysteines and histidines within the enriched folding domain centered around a zinc ion^39^. The majority of classical Cys2His2 (C2H2) zinc fingers function as transcription factors, contributing to DNA binding and transcriptional regulation through the β-β-α framework of a C2H2 zinc finger module (Supplemental Fig. S5)^40^. The functions of C2H2 zinc fingers in growth regulation, stress response and epigenetic have been reported in plants^41–43^. However, the role of C2H2 zinc fingers in the SCW formation in poplar remains poorly understood.

Ptr*ARF5a* (Potri.002G024700) is from Auxin Response Factor family. 39 ARF genes have been identified in *P. trichocarpa*^44^. Each ARF protein features a conserved DNA-binding domain (DBD) at its N-terminus, followed by a middle region (MR) and a C-terminal PB1 domain^45^. The N-terminal DBD is highly conserved among ARFs, however, the MR exhibits variability depending on whether it is associated with activating or repressing functions. When the middle region (MR) is characterized by an abundance of glutamines, it functions as an activator. Conversely, a middle region rich in proline, serine, and threonine imparts repressor activity^44^. But the mechanism of activation and repression is still waiting to be elucidated. The function of ARFs in the cell wall is being revealed, as ARFs can regulate the cell elongation, targeting genes involved in cellulose and pectin biosynthesis in the primary cell wall^46^. Following treatment with IAA (Indole-3-Acetic Acid) in *Arabidopsis*, At*PARVUS* (AT1G19300), the ortholog of Ptr*PARVUS2*, exhibits upregulation within 120 minutes^47^. It indicated that auxin-related receptors could be involved in Ptr*PARVUS2* transcriptional regulation.

Ptr*BLH* (Potri.010G197300) is BEL1-Like Homeodomain protein from homeobox protein transcription factor family. Three-amino-acid-loop-extensions and a conserved proline-tyrosine-proline amino acid sequence within the homeodomain are two key characteristics of BLH protein^48^. The domains located at N-terminus and C-terminus are conserved, homeodomain serves as DNA-binding domain at its N-terminus, POX domain is conserved at C-terminus, involving in homodimer or heterodimer formation^49,50^. Eighteen *BLH* genes have been identified in the poplar genome^51^, but the role of each of these genes has not yet been elucidated. Ptr*BLH6a* has been identified as a negative regulator of genes involved in the lignin biosynthesis pathway, the overexpression mutants did not exhibit any alterations in lignin composition (S/G ratio) and content^52^. In contrast, *blh6* mutants in cotton and camellia show a reduction in lignin content^53,54^. In addition to a role in regulating SCW formation, *BLHs* are also reported to have vital roles in salt stress, heat stress and other pathogen infections^51,55^.

Ptr*NAC127* (Potri.018G068700) is from NAM/ATAF1/CUC2 (NAC) transcription factor family, the largest plant-specific TF family involved in biotic and abiotic stress response and plant development^56–58^. The NAC proteins encompass a C-terminal transcription regulation region (TRR) that is highly variable, featuring a substantial content of low-complexity amino acid repeats, and N-terminal with a 150-amino-acid DNA-binding domain (DBD) is conserved in NAC TFs^59^. The TRR acts as both activator and/or repressor to downstream target genes together with the NAC domain^60^. The NAC domain is present in all NAC proteins, with the most conserved consensus sequences being D-D/E-L-I/V, E-W-Y-F-F, G-Y-W-K, and M-H-E-Y^61^. Nuclear localization signals (NLSs) within the NAC domain have been identified, indicating their role in DNA-binding functions^62^. Overexpression of Ptr*WND1B*, Ptr*WND2B* and Ptr*WND6B*, other members of Wood-associated NAC Domain (WND) transcription factor family, results in the increased expression of IRX8, IRX9, FRA8 and GT43B involved in xylan biosynthesis in hemicellulose^63–65^. Ptr*WND4A* and Ptr*WND4B*, orthologs of At*VND4/5* with the same the NAC domain as Ptr*NAC127* in poplar, have different expression patterns; Ptr*WND4A* cannot be expressed in the petiole, and Ptr*WND4B* has an extremely low expression in the leaf^66^. When At*SND2* was overexpressed in *Arabidopsis*, xylose content did not show a significant change, but Ptr*NAC154* which is the ortholog of At*SND2* in poplar can decrease xylose content significantly after overexpression in poplar^67,68^. The ortholog of Ptr*NAC127* in Arabidopsis is At*SND4*, which can bind to the 19-bp consensus sequence named SNBEs (secondary wall NAC binding elements) to regulate downstream TFs involved in SCW formation^69,70^, and the evidence that Ptr*NAC127* can regulate the SCW biosynthesis genes was provided in this study.

Ptr*CORONA* (Potri.001G188800) is a member of Class III Homeodomain–Leucine Zipper (HD ZIP III) transcription factor family. This family is grouped in three clades: *REVOLUTA* (*REV*), *PHABULOSA/PHAVOLUTA* (*PHB/PHV*), *CORONA/AtHB15* (*CNA*)^71^. HD-ZIP III proteins contain a unique START domain located at N-terminal for steroid binding and a C-terminal MEKHLA (Met-Glu-Lys-His-Leu-Ala) domain, which is responsive to various chemical and physical stimuli^72^. The HD ZIP III genes play a crucial role in governing plant development, including meristem development, leaf polarity, and vascular development in both stems and roots^73–77^. The recent studies indicate that post-transcriptional regulation of HD ZIP III genes is associated with various abiotic stresses in a number of species^78–81^. In poplar, Ptr*REV* and Ptr*CORONA* have been reported to regulate vascular cambium development and cell differentiation during secondary growth^73,82^.

Furthermore, hierarchical regulatory networks have been previously reported for transcription factors involved in plant stress responses and secondary metabolism^83,84^. The results of ChIP-seq revealed regulatory networks among six TFs implicated in SCW biosynthesis (by their xylem-enhanced expression), including Ptr*C2H2ZF1*, Ptr*C2H2ZF2*, Ptr*ARF5a*, Ptr*NAC127*, Ptr*BLH*, and Ptr*CORONA*. Based on this data, these TFs exhibit potential hierarchical relationships and feedback loops, collectively regulating the expression of genes involved in SCW formation. Notably, Ptr*C2H2ZF1* and Ptr*ARF5a* act as repressors for Ptr*C2H2ZF2*, Ptr*NAC127*, Ptr*BLH*, and Ptr*CORONA* expression (Fig. 6), highlighting the complexity of transcriptional regulation in SCW biosynthesis.

Among the target genes of Ptr*ARF5a* are Ptr*GT8E*, Ptr*PARVUS14*, Ptr*GUX1A*, Ptr*Cel9A1* and Ptr*CesA8B*, which are key enzymes related to cell wall formation. Ptr*GT8E* and Ptr*PARVUS14* are close homologs of PtrPARVUS2 and have important roles in xylan backbone biosynthesis^85^. Ptr*GUX1A* plays a role in acetyl modification, demonstrating a proclivity for even modification along the backbone^86^. In addition to these xylan biosynthesis and modification genes, cellulose biosynthesis genes are also the targets of Ptr*ARF5a* including Ptr*Cel9A1* and Ptr*CesA8B.* Suppression of either Ptr*Cel9A1* or Ptr*CesA8B* in poplar can lead to defects in xylem cells and significant cellulose reduction in SCW^87,88^. These findings showed that Ptr*ARF5a* has a multiple regulatory function role in SCW formation, and auxin could be a key SCW formation regulator.

GO analysis reveals that numerous binding sites are located within the promoters of genes linked to UGT activity (Supplemental Fig. S3). UGTs are known to catalyze the transfer of sugar moieties from uridine diphosphate (UDP) sugar donors to various acceptor molecules, leading to the formation of glycosidic bonds^89^. In the context of SCW biosynthesis, UDP-glycosyltransferases are involved in the glycosylation of hemicelluloses like xylan, influencing its structure and function^90^. The substrate specificity of UGTs determines the precise glycosylation patterns of hemicelluloses within SCW. In poplar, 191 putative UGTs have been identified^91^, but their regulatory mechanisms have not been elucidated yet. The eight putative UGTs regulated by all six TFs can be grouped into three clades using promoter phylogenetic analysis (Supplemental Fig. S4). According to previous research, genes in clades I and III are associated with two different environmental stresses. Potri.015G027700, classified in clade I, has been significantly downregulated under heat shock in poplar^92^ and Potri.006G022500 and Potri.017G052400 from clade III are activated under drought stress^91,93, 94^. Understanding the regulation of UGTs in different plant species can provide valuable insights into the variability of cell wall structures and properties. The intricate network of TFs involved in SCW biosynthesis interacts with UGTs to coordinate the expression of genes responsible for hemicellulose synthesis. This interplay ensures the precise spatiotemporal regulation of cell wall components. In this study, six different TFs have shown the abilities to regulate PtrPARVUS2 from GT8 family through Y1H, ChIP-seq and transient expression (Figs. 1, 3 and 5). The identification of TFs associated with UGTs will contribute to a more comprehensive view of the regulatory mechanisms governing SCW formation.

## Conclusion

Our results show that Ptr*C2H2ZF1*, Ptr*C2H2ZF2*, Ptr*ARF5a*, Ptr*NAC127*, Ptr*BLH* and Ptr*CORONA* can bind to PtrPARVUS2 promoter in vivo and, apart from Ptr*BLH* are localized in the nuclei. These six TFs suppress Ptr*PARVUS2* transcription by targeting different *cis-elements* in the promoter region directly or indirectly. These results provide valuable insights into the transcriptional regulatory mechanisms of Ptr*PARVUS2* in plant development. Further understanding the transcriptional network regulating Ptr*PARVUS2* will lead to novel strategies for engineering xylan in hemicellulose.

### Supplementary Information

Supplementary Information 1.

Supplementary Information 2.

## Data Availability

The data underlying this article are available in the article and in its online Supplemental material. The ChIP-Seq datasets generated and analyzed during the current study are available in the GEO repository (GSE263488).

# Supplementary material for: The transcriptional regulation of a putative hemicellulose gene, PtrPARVUS2 in poplar
**Source:** Sci Rep. 2024 Jun 1;14:12592. doi: 10.1038/s41598-024-63408-x
**Supplement:** Supplementary file 1 — Supplementary Information 1.

**Title: The transcriptional regulation of a putative hemicellulose gene, PtrPARVUS2 in poplar**

**Journal Name: Scientific Reports**

**Dan Wang^1^, Heather D. Coleman ^1*^**

H. D. Coleman: 0000-0002-4923-601X

D. Wang: 0000-0002-0898-0854

H. D. Coleman 

**Supplementary Information**

Table S1. Primers used in this study.

Table S2. Plasmids used in this study.

Table S3. List of genes targeted by PtrC2H2ZF1 (Excel file).

Table S4. List of genes targeted by PtrC2H2ZF2 (Excel file).

Table S5. List of genes targeted by PtrARF5a (Excel file).

Table S6. List of genes targeted by PtrBLH (Excel file).

Table S7. List of genes targeted by PtrNAC127 (Excel file).

Table S8. List of genes targeted by PtrCORONA (Excel file).

Table S9. UTG genes identified in all samples (Excel file).

Figure S1. Negative Y1H screening results.

Figure S2. Binding site visualization in PtrPARVUS2 promoter region.

Figure S3. GO analysis were performed in ChIP-seq data from Ptr*C2H2ZF1*, Ptr*C2H2ZF2*, Ptr*ARF5a*, Ptr*BLH*, Ptr*NAC127* and Ptr*CORONA* samples.

Figure S4. Phylogenetic analysis of promoter region from 8 putative UGT genes.

Figure S5. The structures of six transcription factors were predicted by AlphaFold Protein Structure Database (<https://alphafold.ebi.ac.uk>).

**Supplemental Table S1**. Primers used in this study (*From Brunner et al., 2004).

| Primer Name | Sequence (5’ to 3’) | Description |
| --- | --- | --- |
| PARVUS-Fwd-XbaI | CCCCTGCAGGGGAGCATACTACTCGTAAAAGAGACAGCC | Forward primer to clone the promoter of Ptr*PARVUS2*, XbaI site added |
| PARVUS-Rvs-SbfI | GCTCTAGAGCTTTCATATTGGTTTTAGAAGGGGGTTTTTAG | Reverse primer to clone the promoter of Ptr*PARVUS2*, SbfI site added |
| Ptr*C2H2ZF1*-Fwd-XbaI | TCTAGAATGAAGAGAGGTCTGCACGAGAG | Forward primer to clone CDS of Ptr*C2H2ZF1*, XbaI site added |
| Ptr*C2H2ZF1*-Rvs-AscI | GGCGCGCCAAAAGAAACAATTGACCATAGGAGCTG | Reverse primer to clone CDS of Ptr*C2H2ZF1*, AscI site added |
| Ptr*C2H2ZF2*-Fwd-XbaI | TCTAGAATGGCTTTGCTTGTGGATCAAC | Forward primer to clone CDS of Ptr*C2H2ZF2*, XbaI site added |
| Ptr*C2H2ZF2*-Rvs-AscI | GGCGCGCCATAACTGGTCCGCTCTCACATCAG | Reverse primer to clone CDS of Ptr*C2H2ZF2*, AscI site added |
| Ptr*NAC127*-Fwd-XbaI | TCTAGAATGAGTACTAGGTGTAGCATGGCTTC | Forward primer to clone CDS of Ptr*NAC127*, XbaI site added |
| Ptr*NAC127*-Rvs-AscI | GGCGCGCCACCCATGATGATCCTGGTTGCC | Reverse primer to clone CDS of Ptr*NAC127*, AscI site added |
| Ptr*ARF5a*-Fwd-SpeI | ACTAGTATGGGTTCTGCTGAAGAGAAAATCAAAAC | Forward primer to clone CDS of Ptr*ARF5a*, SpeI site added |
| Ptr*ARF5a*-Rvs-AscI | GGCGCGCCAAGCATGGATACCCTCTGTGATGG | Reverse primer to clone CDS of Ptr*ARF5a*, AscI site added |
| Ptr*BLH*-Fwd-SpeI | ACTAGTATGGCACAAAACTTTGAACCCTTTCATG | Forward primer to clone CDS of Ptr*BLH*, SpeI site added |
| Ptr*BLH*-Rvs-AscI | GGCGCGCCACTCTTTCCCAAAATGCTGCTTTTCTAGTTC | Reverse primer to clone CDS of Ptr*BLH*, AscI site added |
| Ptr*CORONA*-Fwd-SpeI | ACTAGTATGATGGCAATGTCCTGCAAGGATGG | Forward primer to clone CDS of Ptr*CORONA*, SpeI site added |
| Ptr*CORONA*-Rvs-AscI | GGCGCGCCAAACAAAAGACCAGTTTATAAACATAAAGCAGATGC | Reverse primer to clone CDS of Ptr*CORONA*, AscI site added |
| UBQ11-Fwd* | GTTGATTTT GCTGGGAAGC | Forward primer for qPCR |
| UBQ11-Rvs* | GATCTTGGCCTTCACGTTGT | Reverse primer for qPCR |
| EF1β-Fwd* | GGCATTAAGTTTTGTCGGTCTG | Forward primer for qPCR |
| EF1β-Rvs* | GCGGTTCATCATTTCATCTGG | Reverse primer for qPCR |
| GFP-Fwd | CCGACCACTACCAGCAGAACAC | Forward primer for qPCR |
| GFP-Rvs | TCACGAACTCCAGCAGGACCAT | Reverse primer for qPCR |

**Supplemental Table S2**. All plasmids used in this study.

| **Recombinant DNA vector** | **Purpose** |
| --- | --- |
| pGFPGUSPlus-PtrPARVUS2^pro^::EGFP | Stable transgenic lines |
| pMW#2-PtrPARVUS2^pro^ | Bait with *HIS3* reporter gene for Y1H |
| pMW#3-PtrPARVUS2^pro^ | Bait with *LacZ* reporter gene for Y1H |
| pMDC84-CaMV35S::Ptr*C2H2ZF1* | Transient expression in PtrPARVUS2^pro^::EGFP stable transgenic lines |
| pMDC84-CaMV35S::Ptr*C2H2ZF2* | Transient expression in PtrPARVUS2^pro^::EGFP stable transgenic lines |
| pMDC84-CaMV35S::Ptr*ARF5a* | Transient expression in PtrPARVUS2^pro^::EGFP stable transgenic lines |
| pMDC84-CaMV35S::Ptr*BLH* | Transient expression in PtrPARVUS2^pro^::EGFP stable transgenic lines |
| pMDC84-CaMV35S::Ptr*NAC127* | Transient expression in PtrPARVUS2^pro^::EGFP stable transgenic lines |
| pMDC84-CaMV35S::Ptr*CORONA* | Transient expression in PtrPARVUS2^pro^::EGFP stable transgenic lines |
| pMDC84-CaMV35S::Ptr*C2H2ZF1-*GFP | Transient expression in 717 for ChIP-Seq |
| pMDC84-CaMV35S::Ptr*C2H2ZF2*::GFP | Transient expression in 717 for ChIP-Seq |
| pMDC84-CaMV35S::Ptr*ARF5a-*GFP | Transient expression in 717 for ChIP-Seq |
| pMDC84-CaMV35S::Ptr*BLH-*GFP | Transient expression in 717 for ChIP-Seq |
| pMDC84-CaMV35S::Ptr*NAC127-*GFP | Transient expression in 717 for ChIP-Seq |
| pMDC84-35S::Ptr*CORONA-*GFP | Transient expression in 717 for ChIP-Seq |

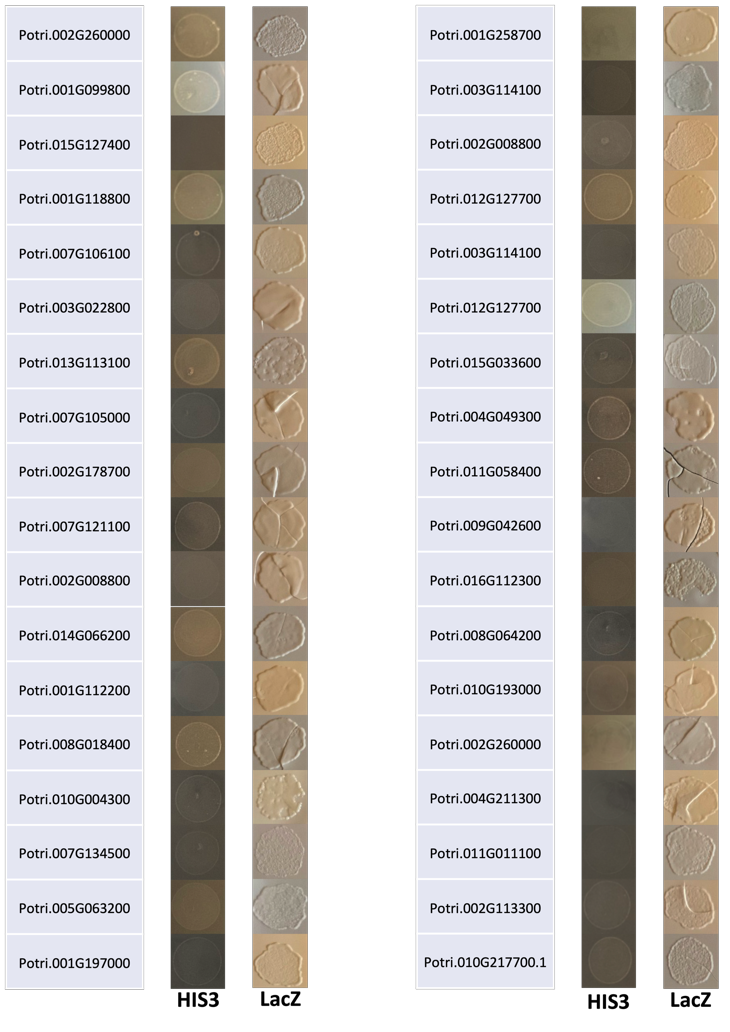

**Supplemental Figure S1. N**egative Y1H screening results. A total of 42 TFs from a xylem-enriched library were screened, 36 of the TFs were negative in both the *HIS3* and *LacZ* assays.

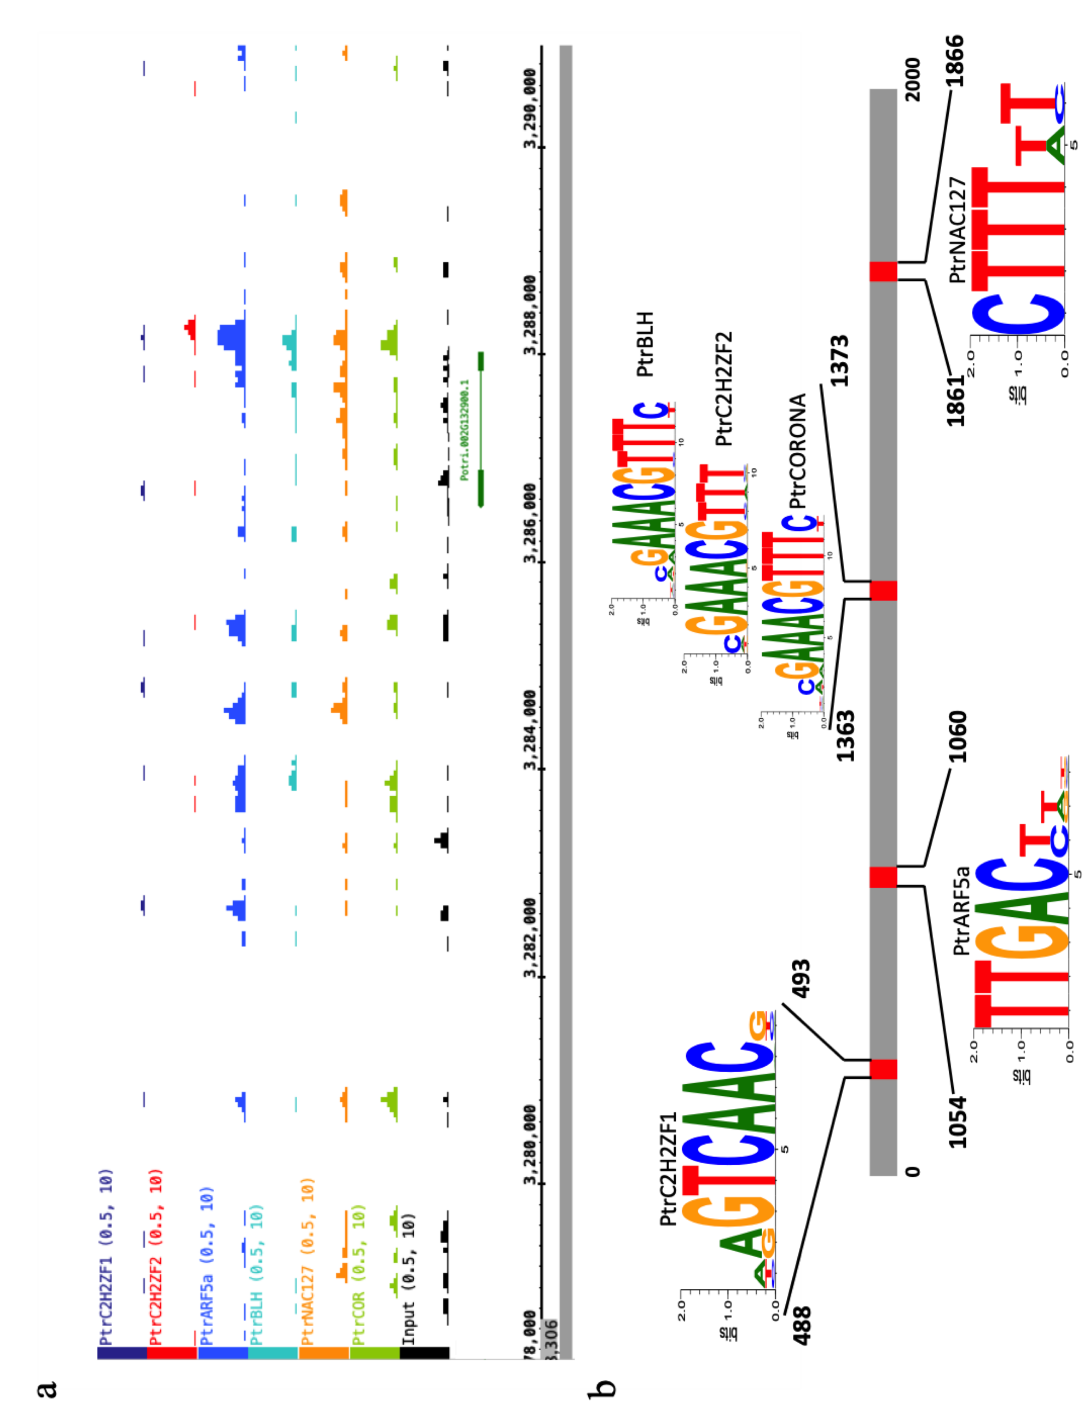

**Supplemental Figure S2.** Binding site visualization in PtrPARVUS2 promoter region. (a) Peak files from ChIP-seq were visualized by Integrated Genome Browser. Compared to the input sample, Ptr*C2H2ZF1*, Ptr*C2H2ZF2*, Ptr*ARF5a*, Ptr*BLH*, Ptr*NAC127* and Ptr*CORONA* samples have enriched peaks in the promoter region of PtrPARVUS2. (b) The details of binding sites in PtrPARVUS2 2kb-promoter region. PtrC2H2ZF1 binding site (488bp-493bp), PtrARF5a binding site (1054bp-1060bp), PtrCORONA binding site (1363bp-1373bp), PtrC2H2ZF2 binding site (1364bp-1371bp), PtrBLH binding site (1364bp-1373bp), PtrNAC127 binding site (1861bp-1866bp).

| 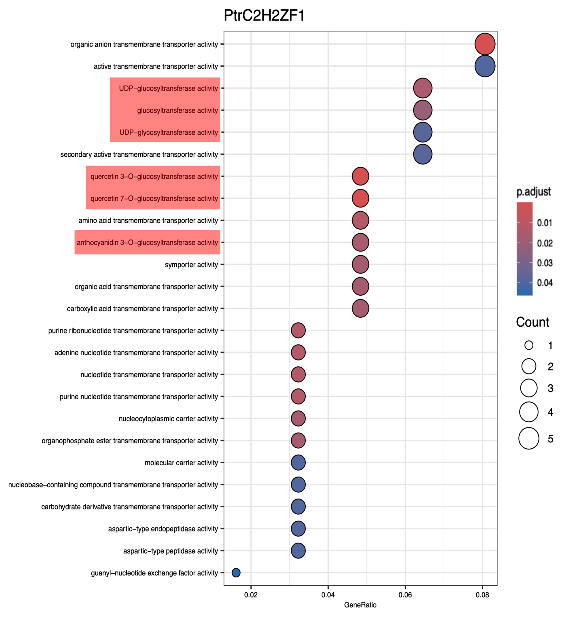 | 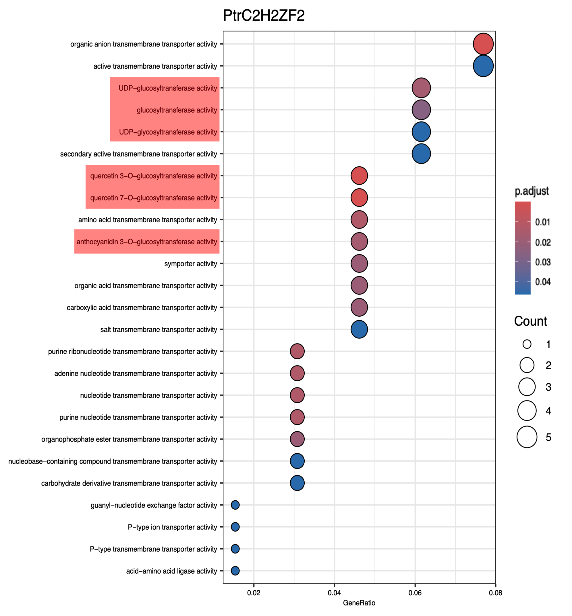 |
| --- | --- |
| 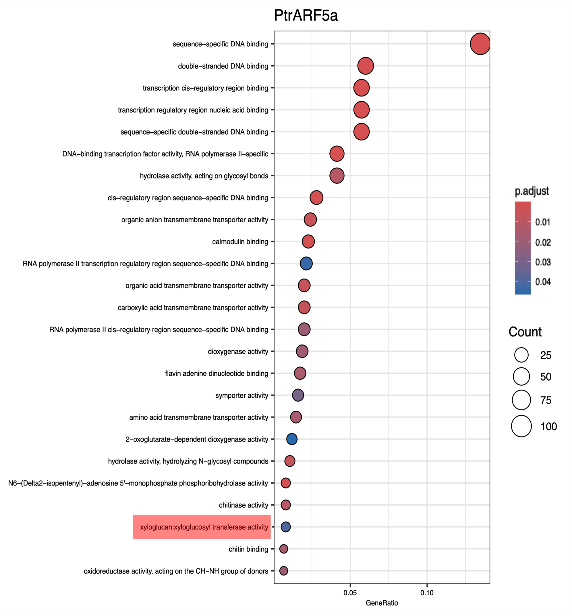 | 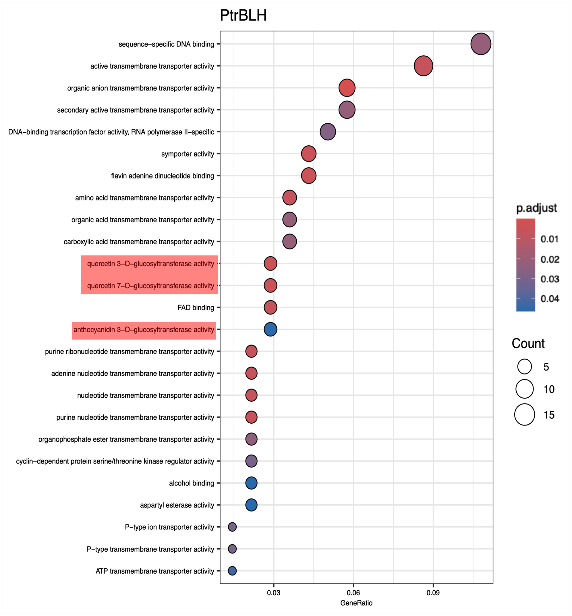 |
| 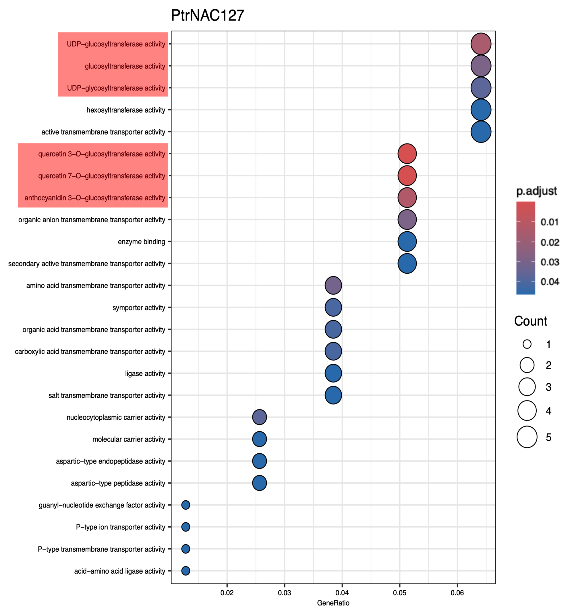 | 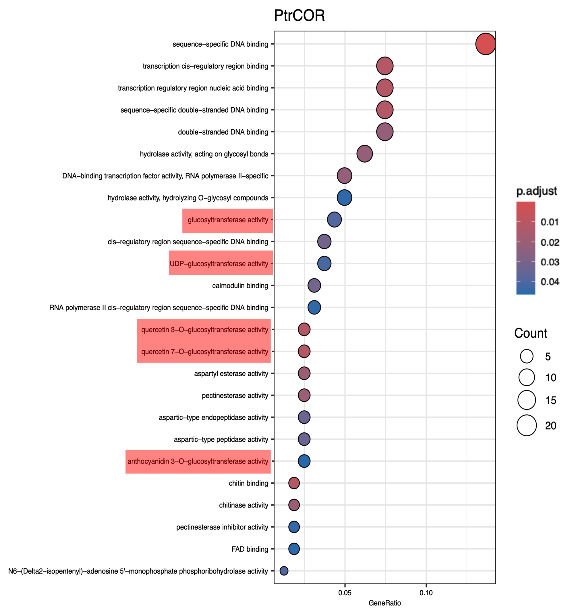 |

**Supplemental Figure S3.** GO analysis were performed in ChIP-seq data from Ptr*C2H2ZF1*, Ptr*C2H2ZF2*, Ptr*ARF5a*, Ptr*BLH*, Ptr*NAC127* and Ptr*CORONA* samples. Red squares indicate functions related to glycosyltransferase activity.

**Supplemental Figure S4.** Phylogenetic analysis of promoter region from eight putative UGT genes. Alignment and phylogeny were generated by Clustal Omega (https://www.ebi.ac.uk/jdispatcher/msa/clustalo) using 2kb upstream sequence of 5’UTR. The numbers at the nodes indicate bootstrap values in percentage of 1,000 trials.

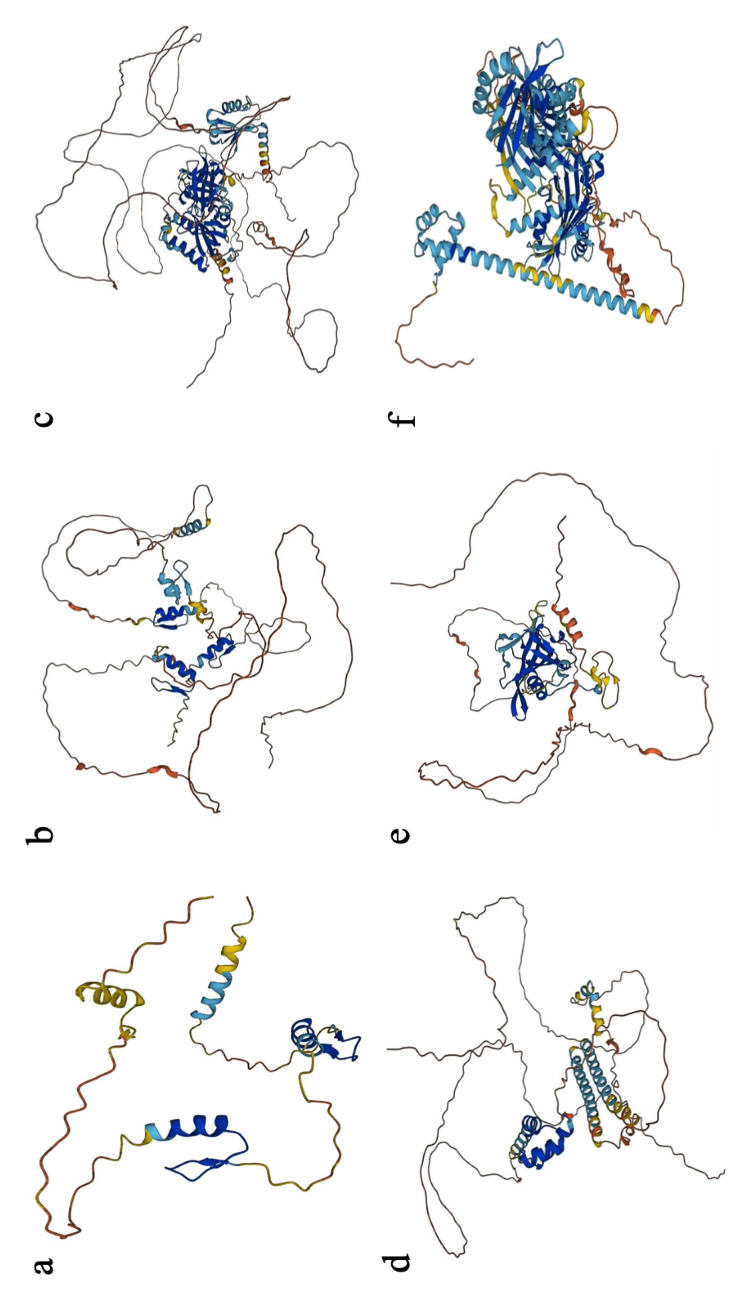

**Supplemental Figure S5.** The structures of six transcription factors were predicted by AlphaFold Protein Structure Database (<https://alphafold.ebi.ac.uk>), (a) Ptr*C2H2ZF1* (Potri.010G209400), (b) Ptr*C2H2ZF2* (Potri.014G066200), (c) Ptr*ARF5a* (Potri.002G024700), (d) Ptr*BLH* (Potri.010G197300), (e) Ptr*NAC127* (Potri.018G068700) and (f) Ptr*CORONA*(Potri.003G050100).

How the deposited data were processed for this re-analysis (not part of the article)

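ChIP-seq peak lists of 6 TF-GFP fusion proteins (PtrC2H2ZF1, PtrC2H2ZF2, PtrARF5a, PtrBLH, PtrNAC127 and PtrCORONA), expressed transiently in leaves of the poplar hybrid Populus tremula × alba, were analysed, with 1 library per TF. The samples were identified from their labels and the paper's methods, and the seventh sample is the input, for which no file was used here. The authors trimmed the reads with Trimmomatic, mapped them with Bowtie2 at default parameters to the Populus tremula × alba genome, removed duplicates and reads with a mapping quality under 30 with SAMtools, and called peaks per library with MACS2 2.1.0 (version from the submitters' processing notes). Genes were assigned to peaks with ChIPseeker, whose version is not given in the sources used here.

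In the deposited lists each peak has a start, an end and a summit, a whole-number score, a fold enrichment, and the −log10 of a p-value and of a q-value. The fold enrichment is a ratio to the input as the authors' caller gave it. These values were used to describe, rank or filter the peaks of a list. Between lists, the text sets side by side the number, width and share of peaks, the rank order of fold enrichment across shared regions and the number of peaks above one −log10 q, since fold enrichments of different libraries are not on one scale. Coordinates are those of the lists, counted from 1. The paper's text gives one approximate number of raw reads for all samples, while the reads left in each library after mapping and filtering are unknown here, so weak sites missing from a list cannot be told from sites without binding.

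Peaks of 2 lists were called overlapping when they shared at least 1 bp. Each ordered pair of lists was compared with 1000 random placements of the second list, in which each peak kept its width and its chromosome or scaffold (one-sided permutation p, Benjamini-Hochberg over 30 pairs). The length of a chromosome or scaffold was taken as the largest peak end over the 6 lists. Peaks of all lists were merged into regions, and regions with a peak of every list were counted against placements of all 6 lists. Within each list, the medians of fold enrichment of the peaks in such regions and of the rest were compared by a two-sided permutation test with 100000 resamples, adjusted over the 6 lists. Peaks of a list are not independent replicates. Regions of all 6 lists had to pass every call threshold, so weak sites tend to fall in the rest and the grouping partly sets the direction. Fold enrichment was also ranked across the shared regions (Spearman's rho, 15 pairs). Shares of peaks have exact 95% binomial intervals, which cover counting error only. The number in a gene ID was read as the chromosome of the lists: genes were assigned from these peaks, so genes and peaks per chromosome must track each other where the numbering is shared, and over the 19 chromosomes Pearson's r was 0.982 to 0.995 and Spearman's rho 0.905 to 0.988 for the 5 complete tables. Gene tables of the supplement were compared as sets of gene IDs, and the part of Table S5 that was read entered no test.

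Named in the text are the genes the paper names, the 5 peaks of each list with the largest −log10 q, the 3 list-only peaks with the largest −log10 q per list, and the 10 regions of all 6 lists with the best mean rank, or some of these; the supplementary tables had been read when this rule was set. The further peaks of the clusters on chromosomes 3 and 10 were named after their values had been seen. The overlap and permutation code was tested on simulated lists: of 600 peaks, 150 planted shared peaks were recovered as 150, and 450 as 452, the excess being chance overlap. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used. The place of peaks relative to genes, the share of promoter peaks near the TSS, motifs in peaks and gene groups by annotation need the genome or annotation of this build and were not analysed here.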

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

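The random placements and the rank order were planned before the data were examined, though the bound for the placements was written down after the overlaps had been seen. The test of the call threshold was added after seeing the data but before its own result, and those of unplaced scaffolds, of library depth and of peaks on the chromosome of the own gene were chosen after their results were seen.

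The PtrARF5a list, with 5397 peaks and a median width of 239 bp, lay far from the other 5 lists in both measures (gap over range 0.879 and 0.793, above Dixon's 95% critical value for 6 samples; chance puts about 1 in 20 such groups past it, and the lists are of different TFs, not replicates). A further measure, the percentage of peaks in regions of all 6 lists (gap over range 0.430), stayed below it. Another measure, median fold enrichment, was looked at and then dropped, since fold enrichments of different lists are not on one scale. A looser call threshold is argued against, because at one floor of 4.26 on −log10 q, the highest of the 6 smallest values, the list was still 4.16 times as long as the next (4627 against 1112 peaks). A greater depth of this library may give many weak and narrow peaks, but the median width of 239 bp does not decide this. The smallest peak width was 167 bp here and 284 to 297 bp in the other 5 lists. Another difference between libraries or in their calling is therefore not excluded. The paper gives one approximate number of raw reads for all samples, which speaks against a large difference in raw reads, while the reads kept after mapping and filtering are unknown here. Broader binding by PtrARF5a stays open as well and was not tested.

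Regions with a peak in all 6 lists numbered 513, which the paper does not report on, and they hold 99 or 100 of the 100 peaks with the largest −log10 q in each list. Sites strong in several libraries pass every call threshold more easily, so the grouping itself favours strong peaks. Chance overlap is argued against by the random placements, in which at most 2 regions had a peak of all 6 lists. Unplaced scaffolds are argued against as the whole source, with 7.21% of the regions on them. This share is still above that of the PtrARF5a-only regions (1.725%), so scaffolds as a part of the source are not excluded. If the same places stood out in every library whatever the TF (open chromatin, repeats, antibody background or a low input), fold enrichment should rank these regions alike in every pair of lists; Spearman's rho ran from 0.20 (PtrC2H2ZF2 and PtrNAC127, 95% bootstrap interval 0.111 to 0.287) to 0.976. The rho of 0.5 that was set beforehand as needed in all 15 pairs was missed in 7, which argues against one rank order common to all libraries. These were the pairs of a zinc finger list with PtrARF5a, PtrNAC127 or PtrCORONA (0.20 to 0.357), and PtrBLH with PtrNAC127 (0.477). TFs of different families also reached high values, such as 0.849 for PtrNAC127 and PtrCORONA and 0.839 for PtrARF5a and PtrCORONA. A rank order common to some of the libraries is therefore not argued against. The bound set beforehand against the explanation, 0.2, lies inside the interval, which was added after the value was seen, so places that stand out by different amounts in each library cannot be told apart from binding of all 6 TFs to common sites.

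Peaks found in one list only were led, in 5 of 6 lists, by a peak on the chromosome named in the gene ID of the precipitated TF itself. Their −log10 q was 12.3 for PtrC2H2ZF1, 42.2 for PtrC2H2ZF2, 175.8 for PtrARF5a, 128.9 for PtrBLH and 166.3 for PtrCORONA, and the exception was PtrNAC127. The own gene stood in the supplementary table of its TF for PtrC2H2ZF1, PtrC2H2ZF2, PtrARF5a and PtrCORONA (ID of the cloning methods). The PtrBLH gene was absent from its own table, read in full, so its match rests on the chromosome alone. Chance agreement is argued against by an exact permutation of the 6 genes over the 6 lists (2 of 720 assignments give 5 or more matches, p = 0.00278; with the strongest peak taken by fold enrichment, 3 lists match, p = 0.0167; with the PtrCORONA gene ID of the discussion, Potri.001G188800, 4 match, p = 0.00556). Candidate explanations are DNA of the introduced plasmid, which carries the coding sequence of each TF, and binding of a TF to its own gene. The 5 matching lists are the pattern itself and do not test the first, and PtrNAC127 lacks such a peak; 3 of the 5 lists have 2 or more such peaks within 10 kb, and whether these lie on exons or on a promoter cannot be told apart without an annotation of this build.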

How the results depend on the processing

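Of 178 values recomputed under other settings, 12 could not change, since a −log10 q of at least 2 and unique intervals removed no peak. The other 166 kept their direction and their side of the threshold, or stayed within 1.5 times the main count. The 120 pairwise overlaps among them were all at the smallest p that 1000 placements can give. A circular shift changed only the placements, so the overlaps under it equalled the main ones and only their p could differ. The alternatives set before the peak lists were examined were a −log10 q of at least 2 or 5, unique intervals, chromosomes only, a reciprocal overlap of at least 50%, summits within 100 bp, a circular shift of the lists, −log10 q in place of fold enrichment, peaks shared with at least 1 other list, leaving out each list or table in turn, and transcripts in place of genes. The supplementary tables had been read by then, so the alternatives on gene tables were set with their values seen. With a reciprocal overlap the pairwise overlaps ran from 9.51 to 95.7%, and with summits within 100 bp from 9.88 to 93.0%, against 11.0 to 97.7% in the main setting; all 30 pairs stayed past an adjusted p of 0.05 in each setting. Leaving out peaks wider than 2 kb, ranking list-only peaks by fold enrichment and the second PtrCORONA ID were chosen after seeing the data; the last 2 left 3 and 4 of 6 lists with the own gene's chromosome in place of 5. Regions with a peak of every list numbered 473 (reciprocal overlap) to 529 (without the PtrBLH list), against 513. Promoter widths, peak edges, motif windows and control windows were not run, since they need a genome or annotation of this build. The comparisons have 1 library per TF and unknown depth, which limits every list-only peak to a statement on called peaks. No paired analysis was possible because each TF has 1 library.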

Differences from the paper's values

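No peak count differed from the paper's by more than 1.5 times. The counts for PtrC2H2ZF1, PtrC2H2ZF2 and PtrARF5a equal the paper's, while the lists held 1023 peaks for PtrBLH (the paper's value is 1022), 681 for PtrNAC127 (the paper's 682) and 1159 for PtrCORONA (the paper's 1106; 1109 on the 19 chromosomes alone).

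The paper describes the listed targets as genes with a peak between 2.5 kb upstream of the TSS and the end of the gene. The tables hold 574, 562, 4477, 952, 640 and 1084 rows for PtrC2H2ZF1, PtrC2H2ZF2, PtrARF5a, PtrBLH, PtrNAC127 and PtrCORONA, which is 99.8, 92.6, 83.0, 93.1, 94.0 and 93.5% of the peaks. This is 17.0 (PtrARF5a) to 41.8 (PtrC2H2ZF1) percentage points more than the share of peaks that the paper places outside distal intergenic regions in Fig. 5. The table of PtrC2H2ZF1 repeats genes, and its 532 different genes are 34.5 percentage points above that share.

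The paper names PtrC2H2ZF1 as a downstream target of PtrARF5a, PtrNAC127 and PtrBLH, and draws PtrNAC127 and PtrCORONA as regulators of PtrARF5a in Fig. 6b. It built this model from RT-qPCR after transient expression together with ChIP-seq, and only the ChIP-seq gene tables were looked up here. Absence from a table therefore says nothing on the expression changes. Among the complete tables, the PtrC2H2ZF1 gene stood only in that of PtrC2H2ZF1 itself and not in those of PtrBLH and PtrNAC127. The PtrARF5a gene was absent from the tables of PtrNAC127 and PtrCORONA. The PtrNAC127 gene was absent from that of PtrBLH, and the PtrCORONA gene from that of PtrNAC127 and from the rows of the PtrARF5a table around its ID. For PtrARF5a as a regulator of PtrC2H2ZF1 and PtrNAC127, the gene IDs fall in the part of Table S5 that was not read, so whether they are listed there is not known here.

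Supplemental Fig. S2 shows enriched signal of all 6 TFs at PtrPARVUS2 over a range of an unnamed sequence. In the peak lists, that range of positions, read by eye, held 3 peaks over all chromosomes and scaffolds, all of them PtrARF5a-only, and none of the other 5 TFs. They lay on chromosome 14 from 3283786 to 3283952 and from 3287992 to 3288308 (fold enrichment 12.1, −log10 q 19.6) and on chromosome 18 from 3282716 to 3282967. On chromosome 2, the chromosome in the gene's ID, the range held 0 peaks. The panel labels the gene with the ID of PtrPARVUS2. Read by eye, its PtrARF5a track is highest close to the second of the chromosome 14 peaks and also has signal close to the first. Which chromosome the panel shows was not settled, and chromosome 14 is the one in the ID of PtrPARVUS14, so this count is no statement on peaks at PtrPARVUS2.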

Other observations

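Few sites led most lists: a region on chromosome 5 from 24527710 to 24528924 and one on chromosome 3 from 19528548 to 19529534 were each among the 5 peaks of largest −log10 q in 4 of the 6 lists. On chromosome 2 the region from 18359106 to 18363730 was so in 4 lists and that from 18345722 to 18354409 in 3, as were scaffold_555 from 8940 to 10265 in 4 and scaffold_146 from 14762 to 17601 in 3. The 5 leading peaks of PtrARF5a were among the leading 5 of no other list. Outside the regions of all 6 lists, 445 of 503 PtrBLH peaks and 579 of 643 PtrCORONA peaks overlapped a PtrARF5a peak.

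The motifs that the paper names overlap one another as sequences. Read on the opposite strand, the PtrC2H2ZF1 motif HRGTCAACB is VGTTGACYD, and all 18 sequences it stands for contain the PtrARF5a motif TTGACYD, whose core is that of the W-box bound by WRKY factors. All 12 sequences of the PtrCORONA motif HRAAACGTTTY contain the PtrBLH motif RAAACGYTTY, and 9 of the 12 contain the PtrC2H2ZF2 motif GAARCGHW, as do 6 of the 8 sequences of the PtrBLH motif. The PtrNAC127 motif CTTTWY contains none of the others and is contained in none of them.

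The PtrCORONA gene has the ID Potri.003G050100 in the cloning methods and Potri.001G188800 in the discussion. The former stood in Table S8 with 2 rows and in no other table, and the latter in none of the tables as far as they were read. The PtrC2H2ZF1, PtrC2H2ZF2 and PtrARF5a genes each stood only in the table of their own TF, as far as the tables were read, and the PtrBLH and PtrNAC127 genes in none of the 5 complete tables.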
